# Organoid-guided evidence that umbilical cord MSC-derived extracellular vesicles restore alveolar repair in cigarette smoke-induced lung injury

**DOI:** 10.3389/fcell.2026.1710021

**Published:** 2026-03-17

**Authors:** Syahidatulamali Che Shaffi, Anan A. Ishtiah, Azim Patar, Badrul Hisham Yahaya

**Keywords:** alveolar regeneration, cigarette smoke (CS), extracellular vesicles, lung organoids, umbilical cord mesenchymal stem cells

## Abstract

Chronic cigarette smoke (CS) disrupts epithelial homeostasis, fuels persistent inflammation, and impairs alveolar repair—hallmarks of COPD with few disease-modifying options. Extracellular vesicles (EVs) from human umbilical cord mesenchymal stem cells (hUC-MSCs) are emerging as cell-free modulators of regeneration, yet their impact on the CS-injured alveolus and alveolar type-2 (AT2) stem/progenitor programs remains unclear. We used a preclinical model of chronic CS exposure coupled with organoid-guided analyses to test whether hUC-MSC-derived EVs can restore epithelial regeneration while tempering injury-associated inflammation and remodeling. Following CS injury, animals received vehicle, hUC-MSCs, or purified hUC-MSC EVs; lungs were evaluated histologically (airway/parenchymal inflammation, emphysema-like change), by Masson’s trichrome (collagen deposition), and functionally using *ex vivo* epithelial organoids (organoid number/size, architecture, and AT2/AT1 marker balance). Transcriptomic profiling of organoid-derived RNA mapped pathway-level changes. CS induced robust immune-cell infiltration, increased collagen, and abnormal organoid phenotypes consistent with dysregulated progenitor activity. Post-injury EV treatment reduced inflammatory infiltrates and collagen, normalized organoid number and size, and restored AT2/AT1 lineage balance toward naïve patterns. At the molecular level, EVs dampened injury-upregulated circuits (including IL-17, PI3K–AKT–mTOR, MAPK, oxidative-stress and matrix-remodeling signatures) and enriched pathways associated with epithelial homeostasis and barrier integrity. Together, these data position hUC-MSC EVs as precision modulators of the injured alveolar niche that rebalance inflammation and re-engage endogenous regenerative programs. The organoid-guided, multi-scale readouts provide mechanistic insight and a translational rationale for EV-based regenerative therapeutics in smoke-induced lung injury and, by extension, COPD.

## Introduction

Chronic obstructive pulmonary disease (COPD) remains a leading cause of global mortality and morbidity, driven largely by long-term exposure to cigarette smoke (CS), which induces persistent lung inflammation, oxidative stress, extracellular matrix degradation, and irreversible alveolar destruction culminating in emphysema (Halpin et al., 2019; Iheanacho et al., 2020; Su et al., 2022). Central to the maintenance of alveolar homeostasis are alveolar type 2 (AT2) epithelial cells, which function as facultative stem/progenitor cells capable of self-renewal and differentiation into alveolar type 1 (AT1) cells, the thin epithelial layer responsible for efficient gas exchange (Basil et al., 2020; Sasaki et al., 2018). Under physiological conditions, AT2-to-AT1 differentiation enables effective epithelial repair following acute injury. However, chronic injurious stimuli such as sustained CS exposure may impair AT2 regenerative capacity, disrupt epithelial–mesenchymal interactions, and contribute to progressive emphysema development and lung function decline (Mercado et al., 2015).

Despite extensive knowledge of COPD pathogenesis at the inflammatory and structural levels, the impact of prolonged CS exposure on lung progenitor cell behaviour at the cellular and molecular levels remains incompletely understood. In particular, the balance between effective regenerative repair and persistent tissue damage in COPD is poorly defined. Emerging evidence suggests that COPD is not solely a consequence of inflammatory destruction, but also reflects dysregulated epithelial regeneration and progenitor cell dysfunction, which may exacerbate disease progression.

Recent advances in three-dimensional (3D) lung organoid culture systems have provided powerful platforms for modelling alveolar regeneration *in vitro* (Kim et al., 2019; Shi et al., 2020; Kim et al., 2022). By recapitulating key aspects of lung architecture, cellular heterogeneity, and lineage differentiation, AT2-derived organoids allow mechanistic dissection of stem cell responses to chronic lung injury that cannot be achieved using conventional two-dimensional cultures. These systems have proven particularly valuable for interrogating progenitor activation, differentiation dynamics, and maladaptive repair processes associated with chronic lung diseases, offering novel insights into regenerative failure in COPD.

In this study, we utilized a murine model of CS-induced COPD combined with a 3D organoid culture system derived from lung epithelial progenitors to investigate the regenerative landscape under chronic smoke exposure. AT2 epithelial cells, known for their surfactant-producing capacity and progenitor-like regenerative potential, are particularly vulnerable to injury in chronic lung diseases. Previous studies have demonstrated that 3D organotypic coculture systems preserve AT2 cell structure and function more effectively than conventional 2D cultures, maintaining proliferative capacity, surfactant expression, and epithelial–mesenchymal interactions critical for lung repair (Sucre et al., 2018). Consistent with this, we have previously established a direct airway organoid culture platform suitable for modelling lung injury and regeneration in a preclinical setting (Shaffi et al., 2023).

Building upon our previous findings demonstrating that both human umbilical cord–derived mesenchymal stem cells (hUC-MSCs) and their extracellular vesicles (EVs) attenuate inflammation and structural lung damage in a rat model of COPD (Ridzuan et al., 2021), and supported by extensive evidence of their immunomodulatory and pro-reparative functions (Fujita et al., 2018; Abbaszadeh et al., 2022; Guo et al., 2021), we sought to address a more fundamental biological question: what is the fate and functional status of endogenous lung stem cells—particularly AT2 cells—under chronic cigarette smoke exposure? Under physiological conditions, AT2 cells serve as resident progenitors essential for alveolar maintenance and repair. However, persistent inhalation of cigarette smoke, as observed in chronic smokers who develop COPD, may compromise this regenerative capacity. We hypothesize that prolonged CS exposure either (i) impairs the self-renewal and differentiation capacity of resident lung stem/progenitor cells, or (ii) induces chronic overactivation that ultimately leads to progenitor exhaustion or maladaptive repair, thereby contributing to progressive alveolar destruction and disease pathogenesis.

To explore this hypothesis, we employed a murine model of cigarette smoke-induced COPD integrated with a 3D organoid culture system derived from lung epithelial progenitor cells. This organoid model provides a reductionist yet physiologically relevant platform to assess the functional competence of lung stem cells in response to injury and therapeutic intervention. We further evaluated the restorative potential of hUC-MSCs and their EVs—already proven to exert anti-inflammatory and immunomodulatory effects—on epithelial regeneration and alveolar repair. In parallel, transcriptomic profiling of organoid-derived RNA was performed to delineate key molecular pathways dysregulated in the context of impaired lung regeneration and modulated by therapeutic intervention.

Through this integrated *in vivo* and organoid-guided approach, our study aims to unravel how chronic smoke exposure disrupts lung stem cell function and regenerative capacity, providing deeper mechanistic insights into COPD progression and highlighting potential cellular and molecular targets for regenerative therapy.

## Methods

### Experimental model details

#### Animals

A total of 25 adult male BALB/c mice (8–12 weeks old, weighing 19–25 g) were used to develop the *in vivo* model of COPD. Mice were obtained and housed at the Animal Research Facilities (ARF), Advanced Medical and Dental Institute (AMDI), Universiti Sains Malaysia (USM) with proper lighting controlled on a 12 h light and 12 h dark cycle. The mice had access to food and water *ad libitum*. All animal experiments were granted ethical approval by the Institutional Animal Care and Use Committee (IACUC) of the Universiti Sains Malaysia [application number: USM/IACUC/2020/(122) (1050)].

### Cigarette smoke-induced COPD mouse model and treatment design

To establish the murine COPD model, male BALB/c mice were exposed to commercially available Marlboro cigarettes (Philip Morris, United States), each containing 10.0 mg of tar and 1.0 mg of nicotine (Figure 1). Cigarette smoke (CS) exposure was conducted using a whole-body inhalation chamber, with mice exposed to the smoke of 10 cigarettes per session, twice daily (total of 20 cigarettes/day), 5 days per week for 12 consecutive weeks.

**FIGURE 1:**
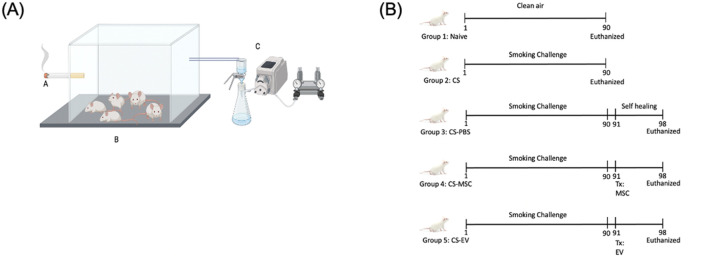
Experimental design and treatment timeline for the murine COPD model. **(A)** Smoking chamber design, **(B)** The experimental and treatment timeline for COPD model. Mice were divided into five groups: (1) naïve (clean air, no exposure), (2) CS (exposed to cigarette smoke for 12 weeks), (3) CS-PBS (exposed to cigarette smoke for 12 weeks followed by a 1-week self-healing phase with PBS injection), (4) CS-MSC (cigarette smoke exposure for 12 weeks followed by a single dose of hUC-MSCs, and (5) CS-EV (cigarette smoke exposure for 12 weeks followed by a single dose of hUC-MSC-derived EVs. All interventions (PBS, MSCs, EVs) were administered on day 90, followed by an observation period of 1 week. The naïve and CS groups were euthanized at day 90, while the CS-PBS, CS-MSC, and CS-EV groups were euthanized at day 98 to evaluate the effect of treatments.

A total of five experimental groups (n = 5 per group) were assigned as follows.

1. Naïve group (unexposed control): maintained under clean air conditions and euthanized on Day 90.
2. CS group (injury model): subjected to 12 week CS exposure and euthanized on Day 90 without any intervention.
3. CS-PBS group (self-healing control): received PBS injection on Day 90 after completing smoke exposure and was euthanized on Day 98.
4. CS-MSC group: treated with 2 × 10^5^ human umbilical cord-derived mesenchymal stem cells (hUC-MSCs) via injection on Day 90 and euthanized on Day 98.
5. CS-EV group: treated with extracellular vesicles (EVs) isolated from 2 × 10^5^ hUC-MSCs, administered on Day 90, and euthanized on Day 98.

This design allowed evaluation of disease phenotypes at the injury peak (Day 90) and assessment of spontaneous *versus* treatment-induced recovery effects over an 8 day post-treatment period.

### Culture of hUC-MSCs and isolation of hUC-MSC-EVs

Human UC-MSCs at passage 5 were used for this study. Mesenchymal stem cells (2 × 105) were cultured in complete medium containing DMEM/F12 (Thermo Fisher Scientific, Massachusetts, United States) supplemented with 10% FBS (Thermo Fisher Scientific, Massachusetts, United States), 1% antibiotic antimycotic (Thermo Fisher Scientific, Massachusetts, United States), 1% L-glutamine (Thermo Fisher Scientific, Massachusetts, United States), and 20 ng/mL basic fibroblast growth factor (bFGF) (Thermo Fisher Scientific, Massachusetts, United States) and incubated in 5% CO_2_ at 37 °C. After 2 days, the media was changed to FBSEV-deprived complete media for the collection of the hUC-MSC-EVs. Before the medium was changed to FBSEV-free complete medium, the medium was prepared by centrifuging the cells in DMEM/F12 (Thermo Fisher Scientific, Massachusetts, United States) supplemented with 10% FBS (Thermo Fisher Scientific, Massachusetts, United States) at 100,000 × g for 18 h. The medium was collected in a 50 mL Corning™ Falcon tube (Thermo Fisher Scientific, Massachusetts, United States), and the pellet was discarded. After 2 days of culture, the FBEV-free medium was incubated at 4 °C until use. After 72 h, the MSC-CM was collected and subjected to differential centrifugation. Differential centrifugation of hUC-MSC-CM was conducted by using a Kubota 2420 Compact Tabletop Centrifuge (Kubota, Tokyo, Japan) at 300 × g for 10 min to remove dead cells. The collected supernatants were centrifuged again by using an Allegra X-15R Centrifuge Ultracentrifuge (Beckman Coulter, Indianapolis, United States) at 10,000 × g for 30 min to remove debris, followed by ultracentrifugation at 100,000 × g for 2 h to precipitate the hUC-MSC-EVs by using a Type 50.2Ti fixed-angle rotor and an Optima L-100K Ultracentrifuge (Beckman Coulter, Indianapolis, United States). The supernatants were discarded, and the hUC-MSC-EVs were washed with 1× PBS by ultracentrifugation at 100,000 × g for 1 h hUC-MSC-EVs were collected, resuspended in 150 μL of 1× PBS and freshly used for treatment. Characterization of hUC-MSC-EVs was conducted as previously described by our group (Ridzuan et al., 2021). EV morphology was assessed using EFTEM, CD63 expression was verified by western blotting, and particle size distribution was determined using nanoparticle tracking analysis (Nanosight NS300), with a mean vesicle diameter of approximately 153 nm.

### Collection of lung tissue

The mice were humanely euthanized, and immediately thereafter, their lungs were dissected using sterile equipment for sample collection. The lung collection process involved two separate steps: 1) The left lung was preserved for tissue histology analysis, while 2) the right lung was reserved for the development of an organoid culture. For tissue histology, the left lung was promptly immersed in 10% buffered formalin. Meanwhile, half of the right lung was carefully placed in a 15 ml tube containing ice-cold sterile phosphate-buffered saline (PBS). This PBS solution was supplemented with an antibiotic/antimycotic solution comprising 100 l/ml penicillin, 10 mg/ml streptomycin, and 25 g/ml amphotericin B from Sigma‒Aldrich, Missouri, United States, until further processing. This prepared the lung tissue for subsequent 3D alveolar organoid culture.

### Development of 3D alveolar organoid culture

The lung organoid culture was established based on previously published protocols developed by our group (Shaffi et al., 2023). Lung tissue collection was carried out by placing the lung in cold-ice sterile PBS and promptly transferring it to the cell culture room under sterile conditions. The lung tissue was minced until it reached a slurry-like consistency and then digested overnight at 4 °C with continuous shaking at 200 rpm in digestion medium. The digestion medium consisted of 1 mg/ml pronase (Gibco) and 100 μl/ml antibiotic/antimycotic solutions prepared in modified Hank’s balanced salt solution (HBSS) from Sigma‒Aldrich.

On the following day, the lung tissue epithelium was dislodged using a cell scraper and passed through a 70 μm cell strainer before being transferred to a 15 ml tube containing 0.25% trypsin/EDTA (Gibco). The lung tissue was then incubated for 5 min at 37 °C. To halt the digestion process, 10% FBS was added, and the cells were pelleted by centrifugation at approximately 600 × g for 5 min at 4 °C using an Eppendorf 5804 R centrifuge from Hamburg, Germany.

After resuspension, red blood cells were lysed using ammonium chloride (Sigma‒Aldrich) for 10 min, followed by centrifugation at approximately 600 × g for 5 min at 4 °C to remove the lysis buffer. The epithelial cell pellet was then washed twice with PBS and centrifuged again under the same conditions before being resuspended in complete culture medium for cell counting. A total of 50 × 10^3^ cells were by culturing the cells in Growth factor-reduced Matrigel™ (Corning, NY, United States). Two 15μL drops of the Matrigel-cell suspension were pipetted into wells of a Nunc 24-well Nuclon Delta-treated plate (Thermo Fisher Scientific) and allowed to solidify for 15 minutes at 37 °C. Then, 400 μl of lung organoid proliferation medium was added to the respective well. The cultures were monitored daily to assess the formation of organoids. The cells were grown for 6 days with medium change every three days. After day 6, the cell will form a spheroid. To promote the maturation and differentiation of the spheroids into organoids, the medium was changed to a medium containing 2% FBS (instead of 5% in the proliferation medium), with/without ROCK and TGF-β inhibitors.

The alveolar organoid-cell block was created by mixing the alveolar organoids with an in-house prepared CytoQuick Gel Kit solution, which was then centrifuged at 600 × g for 10 minutes. After a 10-minute solidification period at 4 °C, the resulting cell block was processed using an automated tissue histology processor. Tissues were embedded in paraffin and sectioned into 3 μm thick slices with a semiautomated rotary microtome (Leica Biosystems) for histological staining and immunostaining as required.

### Hematoxylin and eosin staining

For the investigation and scoring of peribronchial and perivascular inflammation, alveolar inflammation, and emphysema in the lung area, hematoxylin and eosin (H&E) staining was used. A standard H&E staining procedure was used to evaluate the structure and composition of the tissue. Peribronchial and perivascular lung inflammation were measured by a scoring technique. The score was determined based on the following parameters: 0, no inflammation detected; 1, occasional cuffing with inflammatory cells; 2, the lung was surrounded by a thin layer of inflammatory cells (1-5 cells thick); and 3, the lung was surrounded by a thick layer of inflammatory cells (>5 cells thick). Scoring of lung inflammation was conducted and guided by a histopathologist using semiquantitative analysis. The slides were blindly coded before inflammation scoring was performed. Parenchyma inflammation was measured by the griding method, and the score was calculated according to the following parameters: 0, when a normal number of cells was observed; 1, when a minimal amount of immune cells was observed; 2, when a mild amount of immune cells was observed; 3, when a moderate amount of immune cells was observed; and 4, when a severe amount of immune cells was observed. The scoring of lung inflammation was performed according to a previous study (Ridzuan et al., 2021). For lung emphysema, the area of alveolar destruction was measured by gridding using ImageJ according to a method described in a previous study (Ridzuan et al., 2021).

### Masson trichrome staining

To investigate collagen deposition in the lung tissue, Masson trichrome staining was performed. A standard protocol (Abcam) was followed according to the manufacturer’s instructions. The staining interpretation was as follows: blue staining indicated positive collagen staining, muscle fibers were stained red, and nuclei were stained dark red to black/blue. Ten images were captured for each group, and collagen deposition was quantified using ImageJ. To measure the collagen deposition area, a specific blue-stained area was chosen accordingly. The total area of the slide was measured before selecting the specific area of the blue staining and were determined by the color threshold method using ImageJ.

### Immunofluorescence staining

Sections of organoids were placed onto glass slides coated with poly-L-lysine. These sections were then heated to 60 °C to remove paraffin. Subsequently, the slides were immersed in xylene for 3 min to further eliminate paraffin. To rehydrate the samples, a series of ethanol solutions (100%, 90%, 80%, and 70%) and PBS were used, each for 3 min.

Following paraffin removal and rehydration, the slides were subjected to antigen retrieval by being placed in 10 mM citrate buffer. The samples were incubated at 95 °C for 20 min to expose the antigenic sites. After cooling, the slides were washed with PBS for 5 min. To enhance permeability, the slides were treated with 0.25% Triton X-100 (Sigma‒Aldrich) in PBS for 10 min at room temperature. Subsequently, a 5% bovine serum albumin (BSA; Sigma‒Aldrich) solution in PBS-Tween 20 (Sigma‒Aldrich) was applied to block nonspecific binding for 20 min.

For antibody labeling, primary antibodies specific for Sftpc (1 mg/ml; Elabscience) and Aqp5 (200 μg/ml; Santa Cruz) were used for lung organoids. These primary antibodies were diluted in PBS-Tween 20 containing 1% BSA, added to the slides, and incubated overnight at 4 °C in a humidified chamber. After incubation, the slides were washed twice with PBS for 5 min each. Subsequently, appropriate secondary antibodies, which were also diluted in PBS supplemented with 1% BSA, were applied to the slides. Following an additional 40 min incubation at room temperature, the slides were washed twice with PBS. To visualize the cell nuclei, the samples were counterstained with 4′,6-diamidino-2-phenylindole (DAPI) (Sigma‒Aldrich) for 5 min at room temperature. Finally, the slides were mounted using Fluoroshield™ (Sigma‒Aldrich). The stained samples were observed using a bright-field phase-contrast/fluorescence inverted TI-U microscope (Nikon, Tokyo, Japan). Image analysis and processing were carried out using NIS-Element software (Nikon).

### RNA extraction and microarray analysis

RNA was extracted from three different groups: naïve day 14 (ND14), CS day 5 (CSD5), and CS day 14 (CSD14). This was accomplished using the NucleoSpin RNA Plus Extraction Kit (Macherey Nagel, Germany) following the provided guidelines. To assess RNA purity and concentration, a NanoDrop ND100 instrument (Thermo Fisher Scientific, United States) was utilized. Subsequently, 10 ng of the obtained total RNA was subjected to reverse transcription to generate first-strand cDNA. First-strand cDNA was used to create double-stranded cDNA via *in vitro* transcription (IVT). This cDNA underwent IVT amplification to generate cRNA, which was purified for 2nd-cycle single-stranded cDNA synthesis. The fragmented, labeled cDNA was hybridized to the Mouse Gene 2.0 ST Array for 18 h at 45 °C. The arrays were subsequently scanned using an Applied BiosystemsTM GeneChipTM Scanner 3000 7G.

For microarray data analysis, RNA isolation and processing were performed using Transcriptome Analysis Console (TAC) software version 4.0.3 (Thermo Fisher Scientific, Massachusetts, United States). Significantly altered sample datasets were determined using a significance threshold of p < 0.05. Genes exhibiting both p < 0.05 and a fold change greater than 2.0 were considered significantly differentially expressed. Various graphical representations, such as volcano plots, heatmaps, Venn diagrams, and pathway analyses, were generated using TAC software to visualize the results of the analysis.

### Statistical analysis

All quantitative data were analysed using GraphPad Prism version 9.0 (GraphPad Software, CA, United States). Experimental groups included: naïve (clean air control), cigarette smoke–exposed (CS), CS-PBS, CS-MSC, and CS-EV (n = 5 animals per group unless otherwise stated).

For comparisons involving more than two experimental groups of lung organoid, statistical significance was assessed using one-way analysis of variance (ANOVA). When ANOVA indicated a significant overall effect, Tukey’s multiple-comparison *post hoc* test was applied to determine pairwise differences between groups. Key planned comparisons included CS *versus* naïve (injury effect), CS *versus* CS-MSC or CS-EV (treatment effects).

Histological inflammation scores, inflammatory cell counts, emphysema indices, collagen deposition area, lung organoid number, and organoid size were all analysed using this approach. Data are presented as mean ± standard deviation (SD). Correlation analyses between organoid parameters and airway inflammation scores were performed using Pearson’s correlation coefficient.

For all analyses, a p value ≤0.05 was considered statistically significant. Levels of significance are indicated in the figures as p ≤ 0.05, p ≤ 0.01, p ≤ 0.001, and p ≤ 0.0001.

## Results

### hUC-MSCs and EVs significantly attenuate peribronchial and perivascular inflammation induced by chronic cigarette smoke exposure

Characterization of hUC-MSC-derived EVs was performed as previously described by Ridzuan et al. (2021). Briefly, EVs exhibited a rounded morphology under EFTEM, expressed the exosomal marker CD63 as confirmed by western blotting, and showed a size distribution consistent with small extracellular vesicles, with an average diameter of approximately 153 nm as determined by nanoparticle tracking analysis. Chronic cigarette smoke exposure resulted in pronounced peribronchial and perivascular inflammation, as evidenced by thickened cellular infiltrates surrounding airways and blood vessels in H&E-stained lung sections–Figure 2. These pathological features were markedly increased in the CS and CS-PBS groups compared to the naïve controls, confirming the establishment of a COPD-like inflammatory phenotype. Semi-quantitative histological scoring revealed a significant elevation in inflammation scores in both groups (p < 0.0001 vs. naïve), reflecting persistent inflammatory responses even after cessation of CS exposure–Figure 2.

**FIGURE 2:**
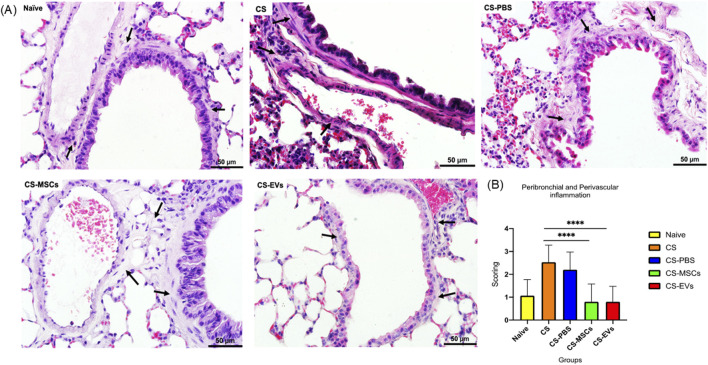
MSCs and EVs attenuate cigarette smoke-induced peribronchial and perivascular inflammation in lung tissue. **(A)** Representative images of hematoxylin and eosin (H&E) stained lung sections from the Naïve, CS (Cigarette Smoke), CS-PBS, CS-MSCs, and CS-EVs groups. Black arrows indicate regions of inflammatory cell infiltration around the airways and blood vessels. Increased wall thickening and leukocyte recruitment are observed in the CS and CS-PBS groups, which are noticeably reduced in groups treated with MSCs or EVs. Scale bars = 50 μm. **(B)** Histological scoring of peribronchial and perivascular inflammation across experimental groups. Data are presented as mean ± SD. Statistical significance was determined using a one-way ANOVA followed by Tukey’s test. ****P < 0.0001.

Intervention with hUC-MSCs or their EVs markedly suppressed this inflammation. Histological images from the CS-MSC and CS-EV groups displayed visibly reduced immune cell infiltration in the peribronchial and perivascular regions. Corresponding inflammation scores showed a statistically significant decrease in both treatment groups compared to the CS group (*p* < 0.0001), returning toward levels observed in the naïve group.

These results demonstrate that both hUC-MSCs and EVs are sufficient to reverse cigarette smoke-induced peribronchial and perivascular inflammation, thereby confirming their potent anti-inflammatory efficacy and disease-modifying potential in this murine COPD model.

### hUC-MSCs and EVs mitigate inflammatory cell infiltration and alveolar destruction in cigarette smoke-exposed lungs

Histological analysis of lung parenchyma revealed that CS exposure induced prominent pathological changes characteristic of emphysema, including destruction of alveolar walls and widespread infiltration of inflammatory cells such as lymphocytes, macrophages, and neutrophils (Figure 3). These effects were markedly attenuated in mice treated with hUC-MSCs or their EVs. Representative H&E-stained images demonstrated large, irregular airspaces and thickened alveolar septa in the CS and CS-PBS groups, indicative of alveolar destruction and inflammation (Figure 3). In contrast, the CS-MSC and CS-EV treatment groups exhibited relatively preserved alveolar architecture with reduced inflammatory infiltrates.

**FIGURE 3:**
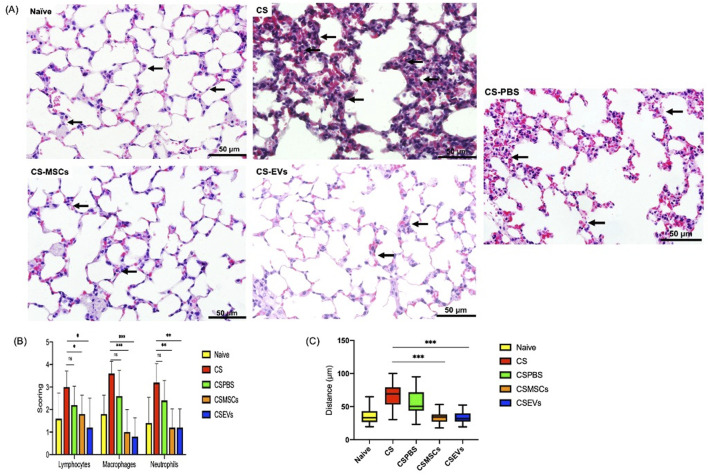
The effects of lung parenchymal inflammation and emphysematous changes following hUC-MSC and EV treatment. The number of lymphocytes, macrophages, neutrophils, and the area of emphysema are reduced after CS-MSCs and CS-EVs treated groups. The arrows showed the representative area of histological images of parenchyma area. Large, irregular alveolar spaces due to alveolar wall destruction, particularly in the CS and CS-PBS groups. The arrows also highlight enlarged airspaces, suggesting emphysematous change as a result of cigarette smoke exposure. **(A)**. Semi quantitative histology analysis of lung parenchymal inflammation including lymphocytes, macrophages, neutrophils and emphysema of the alveolar **(B)**. The infiltration of inflammatory cell of lung parenchymal area significantly reduced in treatment group (CS-MSCs and CS-EVs) (***p < 0.001) compared to the CS group. **(C)**. The significant reduction in alveolar destruction from treatment groups (****p < 0.0001). Data shown as absolute number as median ± SD, N=5 which consisted of 5 mice per each group.

Quantitative analysis supported these observations: both hUC-MSC and EV-treated groups showed significant reductions in the number of lymphocytes, macrophages, and neutrophils compared to the untreated CS group (*p* < 0.001) ‐ Figure 3. Furthermore, the alveolar destruction index, used to assess the severity of emphysema, was significantly decreased following both interventions (*p* < 0.0001) – Figure 3C, indicating that the treatments were effective in preserving alveolar structure and mitigating disease progression. These results highlight the capacity of hUC-MSCs and EVs to modulate the inflammatory microenvironment and limit emphysematous damage induced by prolonged cigarette smoke exposure, thus demonstrating their therapeutic relevance in COPD-like conditions.

### hUC-MSC and EV treatments effectively attenuate cigarette smoke–induced collagen deposition in lung tissue

Masson’s trichrome staining revealed marked increases in collagen deposition in the lungs of mice exposed to chronic CS, particularly in the CS and CS-PBS groups. Representative histological sections showed intensified blue staining around the airways and interstitial regions, indicative of fibrotic remodelling associated with chronic inflammation–Figure 4. Quantitative morphometric analysis confirmed that the collagen-positive area was significantly elevated in the CS group compared to the naïve control (*p* < 0.0001), validating the fibrogenic effect of prolonged CS exposure–Figure 4. Treatment with hUC-MSCs or their EVs led to a substantial reduction in collagen deposition. Both CS-MSC and CS-EV groups exhibited a clear decrease in collagen area percentage compared to the CS group (*p* < 0.0001), approaching levels observed in naïve lungs. These improvements suggest that the interventions are sufficient to reverse fibrotic remodelling triggered by cigarette smoke.

**FIGURE 4:**
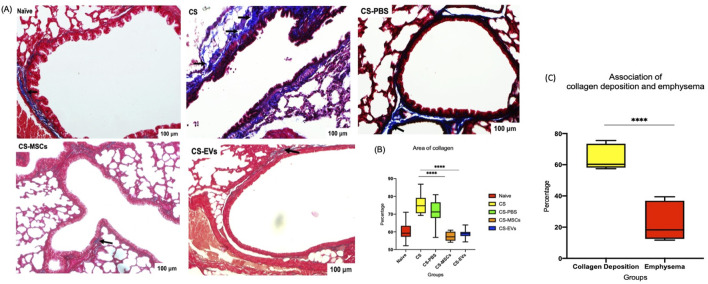
hUC-MSC and EV treatments reduce collagen deposition induced by cigarette smoke exposure. **(A)** Cigarette smoke group shows an increase in collagen deposition. The arrows showed the representative of microscopic analysis of Masson trichrome staining of naïve, CS, CS-PBS, CS-MSCs group and CS-EVs group. **(B)** Quantification analysis of the area of collagen in each group and a substantial increase in collagen deposition was discerned in the CS group in comparison to the other groups with p < 0.0001. **(C)** There is an association between collagen deposition after CS and lung emphysema paradigm. Bar graph represented the association of collagen deposition and lung emphysema representing all groups including injury and treatment groups (****p < 0.0001).

Collectively, these findings demonstrate that both hUC-MSCs and EVs possess strong anti-fibrotic effects *in vivo*, capable of mitigating the structural remodelling of lung tissue—a hallmark of COPD pathogenesis–Figure 4. Their application not only alleviates inflammation but also interrupts downstream fibrotic processes that contribute to chronic lung injury.

### Cigarette smoke induces aberrant lung organoid formation, which is normalized by hUC-MSC and EV treatments

To evaluate the impact of chronic CS exposure on lung epithelial regenerative potential, we employed a 3D organoid culture system using lung progenitor-enriched cells isolated from different treatment groups. Organoid formation efficiency and morphology varied markedly across experimental groups, reflecting changes in the proliferative and regenerative responses of alveolar progenitors–Figure 5.

**FIGURE 5:**
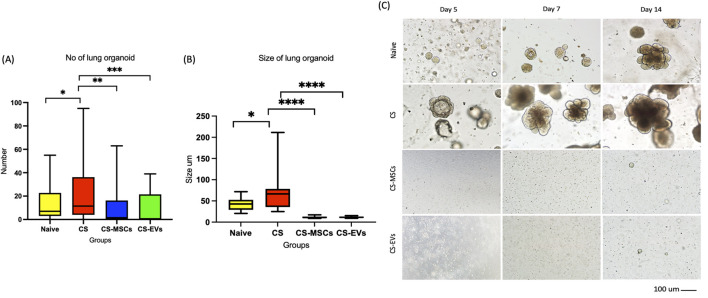
MSCs and EVs influence lung organoid formation and morphology following cigarette smoke exposure. **(A)** Total number of lung organoids formed per well across experimental groups. The CS group shows a significant increase in organoid initiation compared to the Naïve group, which is attenuated by MSC and EV treatment. **(B)** Average size of lung organoids measured in micrometers (μm). Box plots represent the median and interquartile range, with whiskers indicating the [insert e.g., Min to Max] range. Note the significant reduction in organoid size in the CS-MSCs and CS-EVs groups compared to the CS group. **(C)** Representative bright-field microscopy images of lung organoid cultures at Day 5, Day 7, and Day 14. Organoids in the Naïve and CS groups show progressive growth and complex morphology, while MSC and EV treated groups exhibit minimal organoid development over the 14-day period. Scale bar = 100 μm. Data are expressed as Mean ± SD. Statistical significance was analyzed using a one-way ANOVA followed by Tukey’s post-hoc test. *p < 0.05, **p < 0.01, ***P < 0.001, ****P < 0.0001.

Mice exposed to CS (CS group) exhibited a significantly higher number and larger size of organoid spheres compared to naïve controls (p < 0.001), suggesting hyperactivation of epithelial progenitor cells likely driven by sustained inflammation and injury. In contrast, lung cells from the hUC-MSC and EV treatment groups (CS-MSC and CS-EV) generated fewer and smaller organoids, with a significant reduction in both metrics compared to the CS group (p < 0.001), and approaching levels seen in naïve cultures–Figure 5.

The reduced organoid formation following hUC-MSC or EV treatment is not indicative of impaired regenerative potential, but rather a normalization of the epithelial response in the context of resolved inflammation. This interpretation is supported by the strong positive correlation between the number of organoids and histological inflammation scores (Figure 6), where heightened inflammation in CS lungs coincided with increased organoid output. Conversely, the anti-inflammatory effects of hUC-MSCs and EVs, as shown in earlier figures, were associated with restored tissue homeostasis and less compensatory epithelial activation.

**FIGURE 6:**
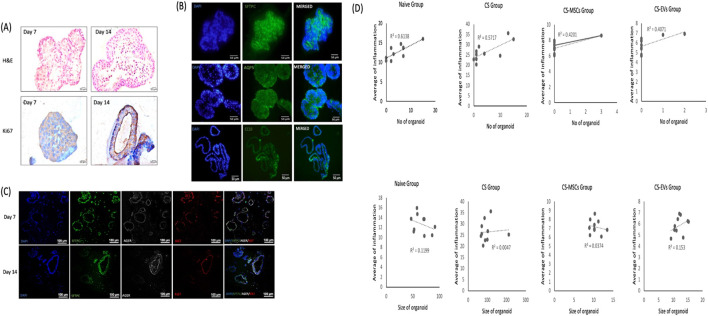
Representative histological and immunostaining analyses of lung organoids and their association with airway inflammation across experimental groups. **(A)** The images of H&E and IHC staining of Ki67 of organoid on day 7 and day 14 from CS group. **(B)** IF staining on Sftpc marker for AT2 cell, AQP5 marker for AT1 cell and CC10 marker for Club cell of the lung organoid from CS group. **(C)** IF staining on Sftpc, AGER, and Ki67 on lung organoid from naïve group. **(D)** The graph illustrates the relationship between organoid formation and airway inflammation status for various experimental groups. Significant correlations (p < 0.05 and p < 0.01) were observed in all groups, highlighting the association between organoid formation and inflammation. Conversely, when assessing the relationship between lung size and lung tissue inflammation, no significant correlation was evident across all groups (p > 0.05) (ns).

These findings suggest that while CS stimulates excessive stem/progenitor activation due to injury, hUC-MSC and EV treatments restore physiological regenerative dynamics by suppressing inflammation and rebalancing epithelial responses.

### Lung organoid histology and AT2 marker expression reflect inflammatory status and regenerative dynamics across treatment groups

To further assess the regenerative responses of lung progenitor cells following chronic CS exposure and subsequent treatment, we conducted histological and immunostaining analyses of organoids derived from each experimental group. H&E-stained sections revealed distinct morphological differences between groups–Figure 6. Organoids from the CS group exhibited a hyperplastic, multilayered epithelial architecture, consistent with heightened regenerative activity likely driven by persistent inflammation. In contrast, organoids derived from hUC-MSC- and EV-treated groups (CS-MSC and CS-EV) displayed more uniform, monolayered epithelial structures, resembling those of the naïve group, indicative of normalized regenerative responses following inflammation resolution.

Immunohistochemical staining for surfactant protein C (SP-C), a marker of AT2 cells, was performed to evaluate progenitor cell identity. SP-C expression was prominent in the CS group, consistent with increased AT2 activation–Figure 6, but was notably reduced in the CS-MSC and CS-EV groups, mirroring the histological trend of lower organoid number and size seen in Figure 5. This observation supports the hypothesis that hUC-MSC and EV treatments suppress aberrant AT2 cell overactivation by mitigating inflammation and restoring tissue homeostasis.

Moreover, correlation analysis (Figure 6) between organoid number and airway inflammation score demonstrated a strong positive association (*p* < 0.01), reinforcing the conclusion that regenerative output is directly influenced by the inflammatory milieu. These findings highlight the dual role of inflammation in driving epithelial regeneration and how effective anti-inflammatory interventions recalibrate this response to a more physiological state.

### Transcriptomic profiling of lung organoids reveals inflammation-associated molecular signatures modulated by hUC-MSC and EV treatments

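The arrays compare lung organoids of 3 groups, with 3 arrays in each. Organoids from naïve mice were taken at culture day 14 (ND14), and organoids from mice exposed to cigarette smoke for 12 weeks at culture day 5 (CSD5) and at culture day 14 (CSD14). CSD14 and ND14 share the culture day and differ in smoke exposure, and CSD5 and CSD14 share the exposure and differ in culture day and in culture medium, because day 5 precedes the change to differentiation medium. CSD5 and ND14 differ in exposure, culture day and medium. Each Affymetrix Mouse Gene ST array reads a gene through probes spread along its exons and gives 1 log2 signal per transcript cluster, the array's unit for a gene. The deposited values were used as the authors processed them, and cover 34472 transcript clusters, of which 23521 carry 1 gene symbol and together name 22180 genes. Differences were tested per transcript cluster with limma, a moderated t-test that takes its variance from all 9 arrays, with Benjamini-Hochberg adjustment over all 34472. A gene is said to rise or fall where its adjusted p is under 0.05. Counts are also given at the study's own thresholds, an unadjusted p under 0.05 with a fold change over 2. Groups of genes were 46 lists of cell type markers and pathway members written before the data were examined, of which 45 had at least 3 measured members. Each list was tested with camera, which asks whether its genes rank higher or lower than all other genes, at a preset correlation of 0.01 between members and again with a correlation estimated from these arrays. For each list the members that passed are counted in 2 ways, with p-values adjusted over all transcript clusters and adjusted over the list alone. The values below are log2 fold changes of the first group named over the second, with their standard error (SE), from 3 arrays in each group.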

To gain molecular insights into the regenerative responses of lung epithelial progenitors under chronic CS exposure and following stem cell-based therapy, we performed comparative gene expression profiling of lung organoids using microarray analysis. 

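Naïve and CS organoids of the same culture day lay furthest apart. Over 34472 transcript clusters the mean Euclidean distance was 110 between CSD14 and ND14 arrays, against 56.3 within CSD14 and 55.3 within ND14. CSD5 lay 88.2 from CSD14 and 84.8 from ND14, and its own 3 arrays lay 80.5 apart. Principal component 1 held 55.2% of the variance and set ND14 (49.8 to 53.1) against CSD14 (-50.0 to -45.1). Component 2, with 18.5%, set CSD5 replicates 2 and 3 (29.3 and 53.8) apart from CSD14 (-29.3 to -9.76) and ND14 (-21.2 to 4.92). CSD5 replicate 1 stood apart from its group, at 42.4 on component 1 where CSD5 replicates 2 and 3 stood at -24.1 and -29.0. Its mean correlation was 0.991 with the ND14 arrays, 0.973 with the other CSD5 arrays and 0.963 with the CSD14 arrays. Hierarchical clustering placed it with ND14 whether the tree was divided into 2 or into 3 clusters. With all 9 arrays kept as labelled, distances between groups were 1.47 times those within groups. This was the largest ratio among all 280 ways of dividing 9 arrays into 3 groups of 3 (exact permutation p = 0.00357, one-sided, the smallest this design can give). The division that clustering found has groups of unequal size and is not among these.

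**Figure D1:**
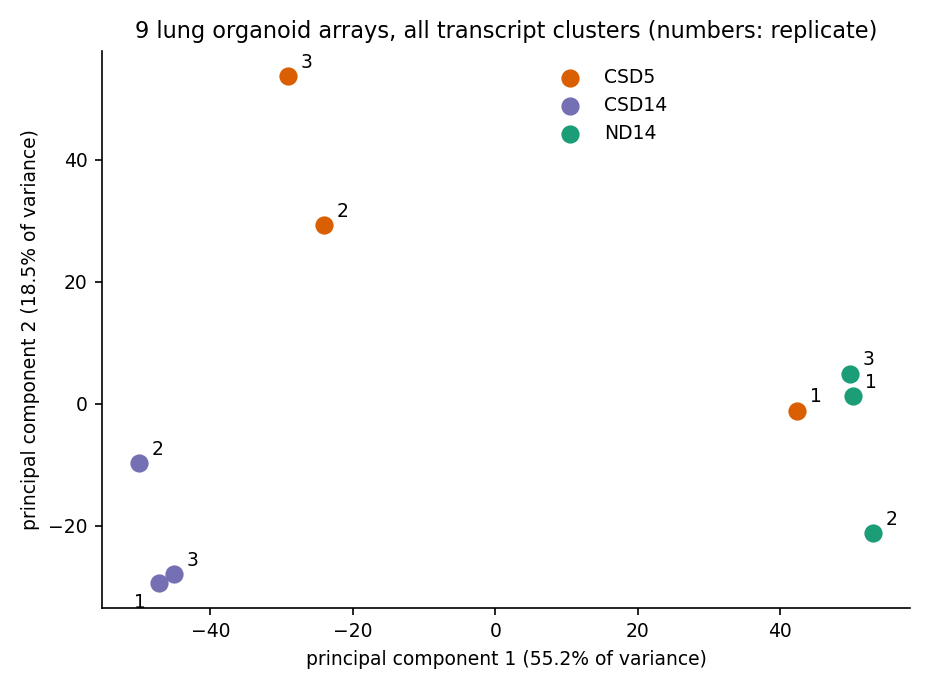
First 2 principal components of the 9 arrays over all transcript clusters, coloured by group and numbered by replicate.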

Hierarchical clustering and principal component analysis (PCA) revealed distinct gene expression patterns between the groups. 

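The widest difference between naïve and CS organoids was in genes of squamous, cornifying epithelium. Their mean log2 signal was 8.91 to 9.08 in the ND14 arrays and 5.05 to 5.12 in the CSD14 arrays. In CSD14 against ND14, 32 of the 35 measured genes fell, 0 rose and 3 did not pass, and 32 fell and 0 rose adjusted over the list alone. The median was -3.77 (camera adjusted p = 9.01e-32, and adjusted p = 0.277 with an estimated correlation, which is 0.0372 without CSD5 replicate 1). The late cornified envelope gene Lce3a fell (-9.19, SE 0.84, limma adjusted p = 0.000426), from the top of the signal range in ND14 to near the array median in CSD14, so this size is not exact. The stress keratin Krt16 fell by 5.77 (SE 0.38, limma adjusted p = 0.0002), with Cdsn at -7.19 and Krt6b at -5.64. Genes of this list appear in the paper's heatmap of these arrays, so their direction is not independent evidence. Type I interferon-stimulated genes moved the other way, with 21 of 30 up, 1 down and 8 not passing in CSD14 against ND14 (24 up and 2 down adjusted over the list alone). Their median was 1.11 (camera adjusted p = 4.9e-13, and adjusted p = 0.277 with an estimated correlation). The interferon regulatory factor Irf7 rose by 2.46 (SE 0.27, limma adjusted p = 0.00101), the nucleic acid sensor Zbp1 by 3.26 (SE 0.36), Oasl2 by 3.02 and the virus-tethering gene Bst2 by 2.63. Of 26 genes of the interferon-gamma response and antigen presentation, 12 rose, 0 fell and 14 did not pass (15 up and 0 down adjusted over the list alone). Their median was 0.51 (camera adjusted p = 9.22e-08, and adjusted p = 0.277 with an estimated correlation), and the immunoproteasome subunits Psmb9 (1.93) and Psmb8 (1.76) were among them.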

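The CSD5 arrays differed among themselves in these genes. Squamous genes had a mean log2 signal of 8.91 in CSD5 replicate 1, beside the lowest ND14 array, and of 6.94 and 6.60 in replicates 2 and 3. Against CSD14, 18 of 35 squamous genes rose in CSD5, 0 fell and 17 did not pass (30 up and 0 down adjusted over the list alone). The median was 2.29 (camera adjusted p = 1.01e-38, and adjusted p = 0.115 with an estimated correlation, which is 0.0269 without CSD5 replicate 1). Against ND14, 0 of 35 passed in CSD5 (1 up and 29 down adjusted over the list alone), and the list ranked down with a median of -1.55 (camera adjusted p = 7.82e-11, and adjusted p = 0.344 with an estimated correlation). That median was -2.31 without CSD5 replicate 1 (adjusted p = 0.0484 with an estimated correlation) and -1.02 without CSD5 replicate 3. Type I interferon genes averaged 5.60 in CSD5 replicate 1, 6.41 and 6.37 in replicates 2 and 3, 6.55 to 6.61 in CSD14 and 5.24 to 5.46 in ND14. In CSD5 against ND14, 0 of the 30 passed (21 up and 1 down adjusted over the list alone), with a median of 0.71 (camera adjusted p = 1.75e-19, and adjusted p = 0.206 with an estimated correlation, which is 0.0243 without CSD5 replicate 1). The paper reads the separation of the CS organoids as a change of gene expression by smoke exposure that reflects epithelial stress and inflammatory activation. Organoids treated with MSCs or EVs are not analysed here.

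**Figure D2:**
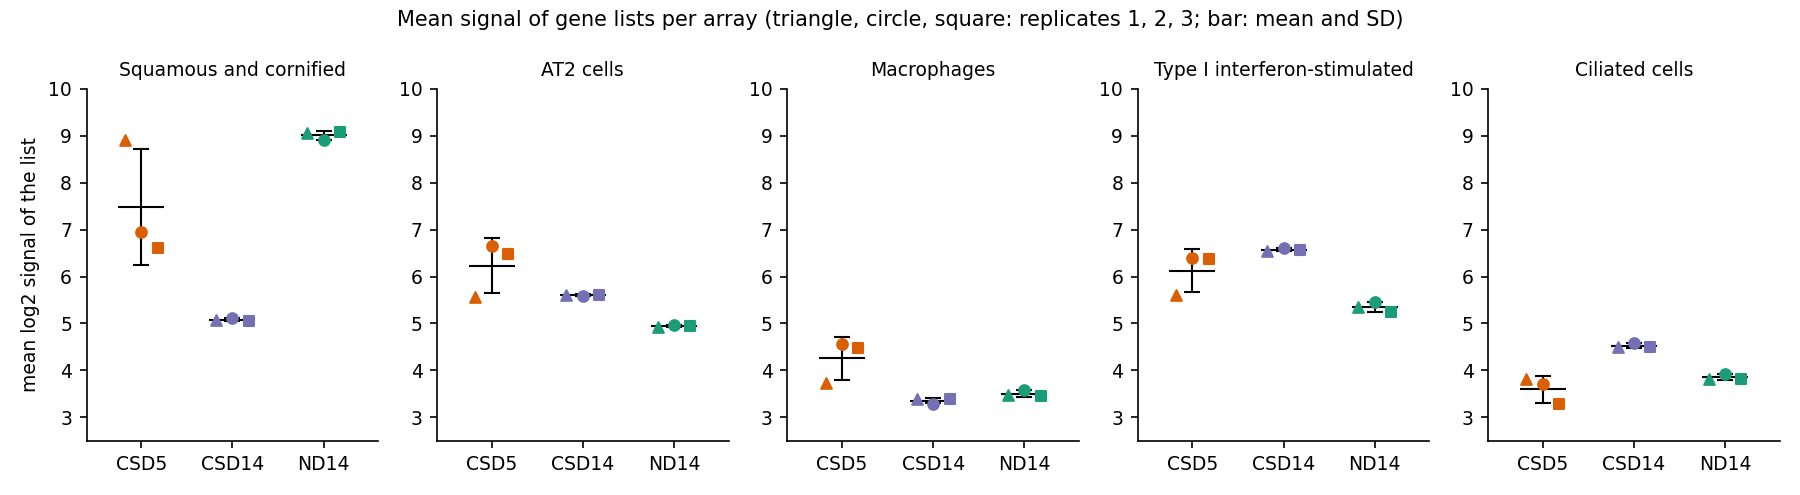
Mean log2 signal of 5 gene lists in each array, with group means and standard deviations (n = 3 per group).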

Organoids derived from the CS group demonstrated a unique transcriptomic signature, clearly segregated from the naïve and treatment groups (CS-MSC and CS-EV), indicating that CS exposure induces a robust alteration in gene expression reflective of epithelial stress and inflammatory activation–Figure 7.

**FIGURE 7:**
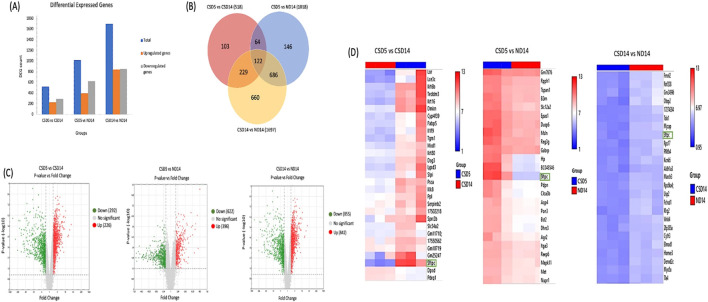
Comparative gene expression analysis of lung organoids reveals key regulatory genes involved in inflammation. **(A)** The differential expressed gene of comparison between CSD5 vs CSD14, CSD5 vs ND14 and CSD14 vs ND14. **(B)** Venn diagram shows overlapping DEG among CSD5 vs CSD14, CSD5 vs ND14 and CSD14 vs ND14. **(C)** Volcano plot of microarray data displaying the pattern of the gene expression profile in the lung organoid from three different groups which are CSD5 vs CSD14, CSD5 vs ND14 and CSD14 vs ND14. **(D)** Representative heatmap of key factors involved in regulation of the inflammatory response based on the above microarray data. Red, relatively up-regulated expression; blue, relatively down-regulated expression. Each column represents one individual sample, and each row represents one single gene. n = 3 per group.

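The comparison at equal culture day held the most changed genes, with 3153 transcript clusters passing limma's adjusted p in CSD14 against ND14, 1890 higher and 1263 lower, naming 2765 genes. Among the largest increases in CSD14 were the flavin monooxygenase Fmo6 (5.38), the protease inhibitor A2ml1 (5.07), Apol9b (4.71), the NADPH oxidase subunit Cybb (4.50), the antioxidant esterase Pon1 (4.16), Plscr2 (4.08), Alox15 (3.88) and the acute phase gene Saa3 (3.79). Large decreases were in genes of the skin barrier, with Lce3f at -8.24, Lce3e at -7.93, the barrier lipoxygenase Alox12b at -7.68, the lipid transporter Abca12 at -7.47 and the defensin Defb14 at -7.14. These 5 genes in CSD14, and Apol9b and Cybb in ND14, have signals near or under the array medians, where background is not parted from low expression. Pon1 (3.45 to 3.84) and Plscr2 (3.46 to 4.10) in ND14 lie little higher. The size and order of all these changes are thus not exact. Between CSD5 and CSD14, 831 passed, 171 higher and 660 lower in CSD5, naming 713 genes. Alox12b (5.50) and Cdsn (5.15) were higher in CSD5, and the airway cilia genes Cdhr4 (-2.76, SE 0.22), Tmem212 (-2.63) and Ppil6 (-2.07) were lower, as were Pon1 (-2.86) and Alox15 (-2.65). Between CSD5 and ND14 limma called 1 transcript cluster, that of the surfactant gene Sftpc, with 4770 under an unadjusted p of 0.05. CSD5 replicate 1, which lies with the ND14 arrays, moves these counts. Without it 1417 passed in CSD5 against CSD14, 3333 in CSD5 against ND14 and 4090 in CSD14 against ND14. Where 0 members of a list are said to pass in CSD5 against ND14, this array is kept, and those lists hold members that pass without it. The 831 became 373 without CSD5 replicate 3, 223, 365 and 276 without CSD14 replicates 1, 2 and 3, and 409 and 488 without ND14 replicates 1 and 3. The 3153 became 1886, 2099 and 1982 without CSD14 replicates 1, 2 and 3, and 1763 and 1861 without ND14 replicates 1 and 3.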

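At the study's thresholds, 617 transcript clusters differed between CSD5 and CSD14, 287 higher and 330 lower in CSD5, which became 345 higher and 257 lower after median centring and after quantile normalization. Between CSD5 and ND14, 683 differed, 264 higher and 419 lower in CSD5, a count that became 1350, 410 and 348 without CSD5 replicates 1, 2 and 3. Between CSD14 and ND14, 1637 differed, 796 higher and 841 lower in CSD14. Of these calls 186 fell in all 3 comparisons (116 without CSD5 replicate 1), 49 only in the 2 that share CSD5, 280 only in the 2 that share CSD14 and 404 only in the 2 that share ND14. Without CSD5 replicates 1, 2 and 3 the 49 became 120, 30 and 24, the 280 became 157, 472 and 485, and the 404 became 855, 193 and 142. The remaining 102, 44 and 767 were called in CSD5 against CSD14, CSD5 against ND14 and CSD14 against ND14 alone. Of these the 102 became 173 without CSD5 replicate 1, and the 44 became 259, 29 and 23 without CSD5 replicates 1, 2 and 3 and 72 without ND14 replicate 3. Every pair of comparisons shares a group of arrays, and in 100 simulations with no change a mean of 0.36 clusters fell in all 3. The simulated lists held a mean of 52.6 clusters per comparison, far fewer than the real ones, so the simulated overlaps are small by list size as well. CSD5 and CSD14 moved the same way against ND14 in 589 clusters and opposite ways in 1, where the simulations gave 9.84 in the same direction and independent lists of these sizes would give 16.3. The covariance of their fold changes was 0.144, against 0.0211 in the simulations, a difference of 0.123 (r = 0.765). Called in CSD5 against CSD14 and in CSD14 against ND14 were 466 clusters with opposite signs and 0 with the same sign, where the simulations gave 10.6 opposite and independent lists would give 14.6. In CSD5 against CSD14 and CSD5 against ND14, 185 clusters moved opposite ways and 50 the same way, where the simulations gave 10.2 the same way and independent lists would give 6.02 and 6.21. With 3 arrays in each group the shared group cannot be divided between comparisons, and the excess over these values holds the effect of the shared arrays as well.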

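Between CS and naïve organoids of equal culture day single inflammatory genes differed in both directions, and none of the 4 lists below passed camera. In CSD14 against ND14, 4 of 32 TNF and NF-kB target genes rose, 3 fell and 25 did not pass (8 up and 4 down adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.765). The inducible prostaglandin synthase Ptgs2 was among those that fell (-1.43, SE 0.17, limma adjusted p = 0.00133). Of 27 chemokine genes 4 rose, 0 fell and 23 did not pass, with the same counts adjusted over the list alone. The mucosal chemokine Cxcl17 rose by 3.36 (SE 0.37, limma adjusted p = 0.00102), the neutrophil attractant Cxcl3 by 1.45 (SE 0.22) and Cx3cl1 by 0.98 (SE 0.17). The list's median was -0.04 and its mean 0.17, and camera ranked it up (adjusted p = 0.73). Of 24 cytokine genes 3 rose, 6 fell and 15 did not pass (6 up and 6 down adjusted over the list alone, camera adjusted p = 0.367). The death ligand Tnfsf10 rose by 1.15, and the epithelial interleukins Il18 and Il1f9 fell by 4.94 (SE 0.58, limma adjusted p = 0.00134) and 4.20 (SE 0.63). Of 32 cytokine and chemokine receptor genes 7 rose, 3 fell and 22 did not pass (9 up and 5 down adjusted over the list alone), among them Il18r1 (2.00, SE 0.22) and Ccr2 (1.53, SE 0.20), the receptor for CCL2. The receptors' median was -0.09 and their mean -0.01, and camera ranked them up (adjusted p = 0.737). The ND14 signals of Cxcl3 and Ccr2 lie at or under the array medians, so the sizes of these changes are not exact. The same holds for Tnfsf10, at 2.86 to 3.26 in ND14, and for Il18, at 3.13 to 3.97 in CSD14, which lie near or little above the medians.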

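In CSD5 against ND14, chemokines and TNF targets ranked above other genes while none of their members passed. The median change of all transcript clusters was -0.09 in this comparison and in CSD5 against CSD14, so a list with a median near 0 can rank above other genes. Chemokines had a median of 0.14 (camera adjusted p = 4.94e-05, and adjusted p = 0.206 with an estimated correlation), and 8 of 27 rose and 0 fell adjusted over the list alone. Their median was 0.07 without CSD5 replicate 2, 0.22 without CSD5 replicate 3 and 0.08 without ND14 replicate 2. TNF and NF-kB targets had a median of 0.07 (camera adjusted p = 0.00253, and adjusted p = 0.314 with an estimated correlation), with 0 of 32 passing adjusted over the list alone as well. Their median was -0.04 without CSD5 replicate 2, 0.18 without CSD5 replicate 3, 0.11 without ND14 replicate 1 and 0.04 without ND14 replicate 3. Of 24 cytokines 0 passed (0 up and 1 down adjusted over the list alone, camera adjusted p = 0.964). Of 32 receptors 0 passed (5 up and 4 down adjusted over the list alone), and camera ranked them up (adjusted p = 0.0307, and adjusted p = 0.258 with an estimated correlation) while their median was -0.03. The receptor call is lost without CSD5 replicate 1 (adjusted p = 0.0586), without CSD5 replicate 3 (adjusted p = 0.133) and after median centring or quantile normalization (adjusted p = 0.121 and 0.127). Between CSD5 and CSD14, 2 of 32 TNF targets rose in CSD5, 1 fell and 29 did not pass (4 up and 2 down adjusted over the list alone), with a median of 0.03 (camera adjusted p = 0.0311, and adjusted p = 0.53 with an estimated correlation). The median is -0.02 without CSD5 replicate 1 (camera adjusted p = 0.000555). The call is lost without CSD5 replicate 2 (median -0.07, adjusted p = 0.324), without CSD14 replicate 3 (adjusted p = 0.0693) and after median centring or quantile normalization (adjusted p = 0.0523 and 0.0517). Of 27 chemokines 1 rose, 2 fell and 24 did not pass there (5 up and 3 down adjusted over the list alone), with a median of 0.10 (camera adjusted p = 0.00622, and adjusted p = 0.355 with an estimated correlation), which is 0.04 without CSD5 replicate 1, and the call is lost without CSD5 replicate 2 (adjusted p = 0.129).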

Functional enrichment analysis of the differentially expressed genes in the CS group revealed significant upregulation of inflammatory and immune-related pathways, including TNF signalling, NF-κB activation, and cytokine–cytokine receptor interactions. Notably, several key pro-inflammatory mediators—IL-1β, CXCL10, CCL2, and ICAM1—were markedly upregulated in CS-derived organoids, supporting the histological findings of heightened inflammation and regenerative hyperactivation.

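Icam1, the adhesion molecule that binds leukocyte integrins, was the only gene of the 4 to pass with all 9 arrays at equal weight. It rose by 1.01 in CSD14 against ND14 (SE 0.22, limma adjusted p = 0.0177), from a mean log2 signal of 7.80 (SD 0.05) to 8.80 (SD 0.08). This call is lost without CSD14 replicate 1, 2 or 3 (adjusted p = 0.054, 0.066 and 0.0645) and without ND14 replicate 1, 2 or 3 (adjusted p = 0.065, 0.0532 and 0.0683), with the log2 fold change between 0.97 and 1.05. In CSD5 the Icam1 signal was 8.49 (SD 0.53), and the difference from ND14 was 0.69 (SE 0.22, limma adjusted p = 0.237, and 0.99 and 0.000614 without CSD5 replicate 1). Ccl2, the monocyte attractant, had a log2 signal of 4.55 (SD 1.30) in CSD5, 2.62 (SD 0.25) in CSD14 and 2.98 (SD 0.25) in ND14. Its log2 fold change was 1.93 for CSD5 over CSD14 (SE 0.51, limma adjusted p = 0.0899), 1.57 for CSD5 over ND14 (limma adjusted p = 0.242) and -0.36 for CSD14 over ND14 (limma adjusted p = 0.808). Without CSD5 replicate 1 the first 2 are 2.64 and 2.28 and pass (limma adjusted p = 0.000937 and 0.000631). Il1b and Cxcl10 gave mean log2 signals of 2.37 to 2.71 in all 3 groups, where the median of all transcript clusters was 2.79 to 3.04 per array. Il1b differed by 0.19 for CSD5 over CSD14 (SE 0.17), 0.30 for CSD5 over ND14 and 0.11 for CSD14 over ND14 (limma adjusted p = 0.634, 0.452 and 0.819). Cxcl10, an interferon-induced chemokine, differed by 0.12 (SE 0.13), -0.05 and -0.17 in the same comparisons (limma adjusted p = 0.684, 0.89 and 0.573). These 4 genes were named in the paper before the test and are not independent evidence.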

In contrast, treatment with hUC-MSCs or their derived EVs led to partial or full normalization of these pathways. Gene expression in the CS-MSC and CS-EV groups showed significant downregulation of pro-inflammatory genes, along with upregulation of pathways associated with epithelial homeostasis and cellular repair, such as TGF-β signalling and tight junction assembly. These molecular signatures are consistent with the observed reduction in organoid number and size (Figure 5) and the restored epithelial architecture (Figure 6), further supporting the efficacy of these interventions. Together, the transcriptomic findings establish a mechanistic link between cigarette smoke-induced inflammatory injury and dysregulated epithelial regeneration. More importantly, they demonstrate that both hUC-MSC and EV treatments effectively suppress these maladaptive transcriptional programs, thereby restoring a regenerative balance in lung epithelial progenitors.

Pathway enrichment analysis highlighted significant activation of IL-17A signalling, PI3K-Akt-mTOR, MAPK, oxidative stress, matrix metalloproteinases, and ECM remodelling pathways (Table 1). 

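In the extracellular matrix list the genes that changed between CS and naïve organoids of equal culture day rose. Of 34 extracellular matrix genes 6 rose, 0 fell and 28 did not pass in CSD14 against ND14 (10 up and 0 down adjusted over the list alone). The collagen crosslinking enzyme Plod2 rose by 3.47 (SE 0.31), fibronectin Fn1 by 3.17 (SE 0.41, limma adjusted p = 0.002), the collagen prolyl hydroxylase subunit P4ha1 by 1.24 and Col15a1 by 1.22. The list's median was 0.04 (camera adjusted p = 0.0941, and 0.0313 without CSD5 replicate 1, with adjusted p = 0.578 there with an estimated correlation). Of 24 matrix metalloproteinase and TIMP genes 3 rose, 0 fell and 21 did not pass (4 up and 0 down adjusted over the list alone, camera adjusted p = 0.2). These were Mmp14 (1.11, SE 0.16), Mmp23 (1.17, SE 0.12) and Timp3 (2.43, SE 0.39), an inhibitor of metalloproteinases. Of 35 oxidative stress and NRF2 target genes 6 rose, 5 fell and 24 did not pass (7 up and 10 down adjusted over the list alone, camera adjusted p = 0.2). The NADPH oxidase subunit Cybb rose by 4.50 (SE 0.62, limma adjusted p = 0.0024), and the cystine importer Slc7a11 (-1.58, SE 0.18), catalase Cat (-1.29) and Pgd (-1.16) fell. Of 28 IL-17A response genes 3 rose, 6 fell and 19 did not pass (4 up and 9 down adjusted over the list alone, median -0.10, camera adjusted p = 0.138). Of 29 PI3K-Akt-mTOR genes 4 rose, 1 fell and 24 did not pass (4 up and 2 down adjusted over the list alone, median 0.01, camera adjusted p = 0.73). Of 37 MAPK genes 4 rose, 10 fell and 23 did not pass (7 up and 11 down adjusted over the list alone, median -0.10, camera adjusted p = 0.138).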

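In CSD5 against ND14 no gene of these 6 lists passed, and 3 lists ranked above other genes. Without CSD5 replicate 1, 8 metalloproteinase genes and 7 matrix genes rose and 0 fell, and 7 IL-17A response genes rose and 5 fell. In that fit 3 PI3K-Akt-mTOR genes rose and 3 fell, 5 MAPK genes rose and 9 fell, and 3 oxidative stress genes rose and 14 fell. Metalloproteinases had a median of 0.20 (camera adjusted p = 3.15e-05, and adjusted p = 0.206 with an estimated correlation), which is 0.12 without CSD5 replicate 2, and 5 of 24 rose and 0 fell adjusted over the list alone. Matrix genes had a median of 0.09 (camera adjusted p = 8.57e-05, and adjusted p = 0.258 with an estimated correlation), which is 0.06 without CSD5 replicate 2 and 0.05 without ND14 replicate 1, and 5 of 34 rose and 0 fell adjusted over the list alone. IL-17A response genes had a median of 0.13 (camera adjusted p = 0.0429, and adjusted p = 0.404 with an estimated correlation), and 4 of 28 rose and 3 fell adjusted over the list alone. The IL-17A call is lost without CSD5 replicate 2 (median -0.07, adjusted p = 0.158), without ND14 replicate 2 (median 0.07, adjusted p = 0.233) and after median centring or quantile normalization (adjusted p = 0.234 and 0.252), and its median is 0.21 without CSD5 replicate 3. PI3K-Akt-mTOR genes were not shifted (1 of 29 up adjusted over the list alone, camera adjusted p = 0.133), nor were MAPK genes (6 of 37 up and 6 down, camera adjusted p = 0.664) or oxidative stress genes (2 of 35 up, camera adjusted p = 0.696). In CSD5 against CSD14, 2 of 28 IL-17A response genes rose, 0 fell and 26 did not pass (5 up and 2 down adjusted over the list alone). Their median was 0.22 (camera adjusted p = 3.89e-05, and adjusted p = 0.164 with an estimated correlation), and 0.11 without CSD5 replicate 1 and 0.39 without CSD5 replicate 3. Of 37 MAPK genes 2 rose, 0 fell and 35 did not pass (4 up and 2 down adjusted over the list alone), with a median of 0.02 (camera adjusted p = 0.00321, and adjusted p = 0.184 with an estimated correlation), which is -0.01 without CSD5 replicate 2 and 0.07 without CSD14 replicate 1. Metalloproteinases were not shifted (1 of 24 up and 1 down, 6 up and 2 down adjusted over the list alone, camera adjusted p = 0.106), and rank up without CSD5 replicate 1 (camera adjusted p = 0.000142, and adjusted p = 0.201 with an estimated correlation). PI3K-Akt-mTOR genes (0 of 29 up and 1 down, camera adjusted p = 0.421), oxidative stress genes (1 of 35 up and 0 down, camera adjusted p = 0.141) and matrix genes (0 of 34 up and 4 down, camera adjusted p = 0.558) were not shifted there, with 0 up and 1 down, 1 up and 0 down, and 0 up and 5 down adjusted over the list alone.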

Key upregulated genes included *Sftpc*, *Mmp9*, *Mmp12*, *Il1a*, *Akt3*, and *Pik3r1* (Table 2), reflecting concurrent pro-regenerative and pro-inflammatory signalling.

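Sftpc, the surfactant protein made by AT2 cells, was far higher in CS organoids at day 5 than in either day 14 group. Its log2 signal was 10.76 (SD 1.10) in CSD5, 4.25 (SD 0.30) in CSD14 and 5.77 (SD 0.03) in ND14. It rose by 6.51 in CSD5 against CSD14 (SE 0.43, limma adjusted p = 0.000356) and by 4.98 against ND14 (SE 0.43, limma adjusted p = 0.0206). With an array left out, the second call of Sftpc is kept only without CSD5 replicate 1 (5.62), and the highest limma adjusted p is 0.251, without ND14 replicate 3. In CSD14 it differed from ND14 by -1.52 (limma adjusted p = 0.0597, and 0.000125 and 0.0439 without CSD5 replicates 1 and 3). The unadjusted limma p of this difference was 0.0059, and 1.84e-05 in a fit of the 6 arrays compared. Without 1 of the CSD14 or ND14 arrays it was 0.0100 to 0.0253. Mmp12, the macrophage elastase, gave log2 signals of 4.08 in CSD5 replicate 1, 8.47 and 8.51 in replicates 2 and 3, and 2.55 (SD 0.33) in CSD14. It rose by 4.47 in CSD5 against CSD14 (SE 0.96, limma adjusted p = 0.0439). Among the fits with an array left out, this Mmp12 call is kept only without CSD5 replicate 1 (5.94), and the highest limma adjusted p is 0.143, without CSD14 replicate 3. Against ND14 its difference was 3.79 in CSD5 (limma adjusted p = 0.2) and -0.67 in CSD14 (limma adjusted p = 0.808). Both pass without CSD5 replicate 1, at 5.26 and -0.67 (limma adjusted p = 4.83e-07 and 0.0198), and the second also in a fit of the 6 arrays compared (limma adjusted p = 0.0409), though Mmp12 signals in CSD14 lie near or under the array medians and these sizes are not exact. Mmp9, the gelatinase of neutrophils and macrophages, differed by 1.09 for CSD5 over CSD14 (SE 0.35, limma adjusted p = 0.162), 1.24 for CSD5 over ND14 (limma adjusted p = 0.221) and 0.14 for CSD14 over ND14 (limma adjusted p = 0.899). The first 2 pass without CSD5 replicate 1, at 1.57 and 1.71 (limma adjusted p = 0.00407 and 0.000741). Il1a, an epithelial alarmin, fell by 2.54 in CSD14 against ND14 (SE 0.37, limma adjusted p = 0.00301). It was 2.08 higher in CSD5 than in CSD14 (limma adjusted p = 0.0234), a call lost without CSD5 replicate 2 (0.0594), CSD14 replicate 2 (0.0798) or CSD14 replicate 3 (0.093). Il1a signals in CSD14 replicates 2 and 3 (3.02 and 3.03) lie near the array medians, so these sizes are not exact. Pik3r1, the regulatory subunit of PI3K, rose by 1.45 in CSD14 against ND14 (SE 0.23, limma adjusted p = 0.00458), with 0.89 for CSD5 over ND14 (limma adjusted p = 0.205, and 1.21 and 0.000319 without CSD5 replicate 1). These genes were named in the paper before the test, so they are not independent evidence.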

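Lists of macrophage and AT2 cell markers ranked up in CSD5 against both day 14 groups. Macrophage genes averaged 3.73 in CSD5 replicate 1, 4.56 and 4.48 in replicates 2 and 3, 3.29 to 3.39 in CSD14 and 3.46 to 3.58 in ND14. In CSD5 against CSD14, 6 of 29 rose, 0 fell and 23 did not pass (18 up and 0 down adjusted over the list alone), with Gpnmb up by 3.79 (SE 0.19, limma adjusted p = 0.00013). Gpnmb does not follow the list in the other arrays, at 8.20 in CSD5 replicate 1 and 7.94 to 8.22 in ND14. The median was 0.57 (camera adjusted p = 4.14e-15, and adjusted p = 0.115 with an estimated correlation, which is 0.0123 without CSD5 replicate 1). Against ND14, 0 of 29 passed in CSD5 (16 up and 1 down adjusted over the list alone), with a median of 0.44 (camera adjusted p = 1.76e-12, and adjusted p = 0.206 with an estimated correlation), and 0.66 without CSD5 replicate 1 (adjusted p = 0.0157 with an estimated correlation). In CSD14 against ND14, 1 macrophage gene rose and 1 fell, the same adjusted over the list alone (camera adjusted p = 0.292). AT2 genes averaged 5.57 in CSD5 replicate 1, 6.65 and 6.48 in replicates 2 and 3, 5.58 to 5.62 in CSD14 and 4.92 to 4.96 in ND14. Against ND14, Sftpc alone of 18 AT2 genes rose in CSD5 and 0 fell (15 up and 0 down adjusted over the list alone). The median was 1.08 (camera adjusted p = 2.57e-21, and adjusted p = 0.206 with an estimated correlation, which is 0.00717 without CSD5 replicate 1). Against CSD14, 2 of 18 AT2 genes rose, 0 fell and 16 did not pass (7 up and 4 down adjusted over the list alone), with a median of 0.24 (camera adjusted p = 0.01, and adjusted p = 0.569 with an estimated correlation). That call is lost without CSD5 replicate 2 (median -0.05, adjusted p = 0.204), without CSD5 replicate 3 (adjusted p = 0.164) and after median centring or quantile normalization (adjusted p = 0.0538 and 0.0819), and the median is 0.41 without CSD5 replicate 1 (adjusted p = 0.0272 with an estimated correlation).

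**Figure D3:**
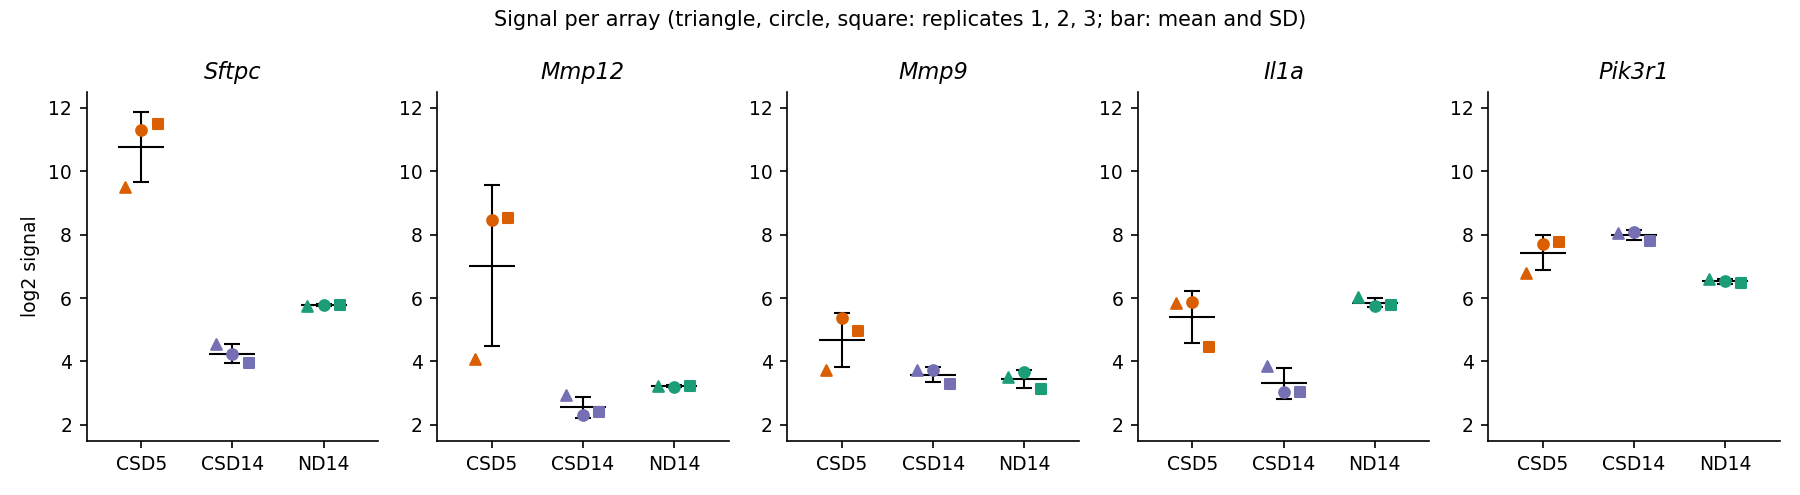
Log2 signal of Sftpc, Mmp12, Mmp9, Il1a and Pik3r1 in each array, with group means and standard deviations (n = 3 per group).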

**TABLE 1:** The regulated pathways associated with CS induction in lung organoids.

Pathways	P value		
	CSD5 vs CSD14	CSD5 vs ND14	CSD14 vs ND14
Striated muscle contraction	1.0E-06	0.013113	—
Comprehensive IL-17A signaling	0.009609	0.057415	—
Lung fibrosis	0.000481	0.000863	0.047723
Spinal cord injury	0.005277	0.001409	0.000072
Microglia pathogen phagocytosis pathway	0.000422	0.000262	0.018437
Tyrobp causal network in microglia	0.002079	0.000012	0.009909
Burn wound healing	0.00066	0.000127	0.043595
Oxidative stress and redox pathway	0.055626	0.002439	1.0E-06
Matrix metalloproteinases	0.00101	0.001924	—
Cholesterol metabolism with bloch and kandutsch-russell pathways	0.0495	5.0E-06	1.0E-06
Hypertrophy model	0.003504	0.003142	—
Retinol metabolism	0.022611	2.4E-05	0.000139
Blood clotting cascade	0.038154	—	—
Eicosanoid synthesis	0.034689	0.020593	0.002374
Macrophage markers	0.010008	0.000175	0.012762
Protein-protein interactions in podocytes	—	1.0E-06	1.0E-06
Adar1 editing defficiency immune response	—	1.0E-05	1.0E-06
Toll-like receptor signaling pathway	—	1.0E-06	0.000069
Cholesterol biosynthesis	—	1.0E-06	1.0E-06
Sphingolipid metabolism (integrated pathway)	—	0.000001	0.000026
Sphingolipid metabolism overview	—	0.000001	0.000026
Protein-protein interactions in the podocyte	—	0.000025	1.0E-06
Focal adhesion	—	0.000218	0.010395
Chemokine signaling pathway	—	0.000296	—
Mapk signaling pathway	—	0.000306	0.000024
Mapk signaling pathway	—	0.000488	0.000069
Insulin signaling	—	0.000553	0.000252
Alpha 6 beta 4 integrin signaling pathway	—	0.001171	—
Elongation of (very) long chain fatty acids	—	0.001304	—
Matrix metalloproteinases	—	0.001924	—
Focal adhesion: PI3K-Akt-mTOR signaling pathway	—	0.001994	0.000594
T cell receptor signaling pathway	—	0.00325	0.02803
Circulating monocytes and cardiac macrophages in diastolic dysfunction	—	0.005675	0.015094
Na/K-ATPase/Src signaling	—	0.006497	0.024948
Oxidative stress response	—	0.01232	0.015774
Inflammatory response pathway	—	0.013869	—
Integrin-mediated cell adhesion	—	0.014361	0.041726
Factors and pathways affecting insulin-like growth factor (IGF1)-Akt signaling	—	0.017325	—
Immune response in Tg26 glomeruli	—	0.017748	—
EGFR1 signaling pathway	—	0.027325	—
Regulation of actin cytoskeleton	—	0.029243	0.039518
Fatty acid biosynthesis	—	0.030536	—
Eicosanoid lipid synthesis map	—	0.030672	0.009289
mRNA processing	—	0.033181	0.021861
Parkinson’s disease	—	0.033392	0.0501
Alzheimer’s disease	—	0.03418	—
GDNF/RET signaling axis	—	0.034317	—
Oxidation by cytochrome P450	—	0.036211	—
Adipogenesis genes	—	0.039003	0.000187
PPAR signaling pathway	—	0.044368	0.00993
Endochondral ossification	—	0.045155	0.000317
Metapathway biotransformation	—	0.048459	—
IL-7 signaling pathway	—	0.048815	—
Eicosanoid metabolism via lipoxygenases (LOX)	—	0.056612	0.055066
Type II interferon signaling (IFNG)	—	—	0.000006
Nuclear receptors in lipid metabolism and toxicity	—	—	0.003949
Transcriptional activation by Nfe2l2 in response to phytochemicals	—	—	0.004779
p38 Mapk signaling pathway	—	—	0.007496
Nuclear receptors	—	—	0.012907
Ovarian infertility	—	—	0.020726
IL-5 signaling pathway	—	—	0.026302
SREBF and miR33 in cholesterol and lipid homeostasis	—	—	0.027075
B cell receptor signaling pathway	—	—	0.027118
Glycogen metabolism	—	—	0.029888
Primary focal segmental glomerulosclerosis (FSGS)	—	—	0.03291
Eicosanoid metabolism via cyclooxygenases (COX)	—	—	0.033426
GPCRs, class a rhodopsin-like	—	—	0.035793
Dysregulated miRNA targeting in insulin/PI3K-AKT signaling	—	—	0.043595
G13 signaling pathway	—	—	0.045549
Oxidative damage response	—	—	0.059973

Fifteen pathways demonstrated substantial regulation when comparing CSD5 and CSD14. 

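Genes of airway cilia ranked lower in CS organoids at day 5 than at day 14, and the lists of lipid synthesis and basal cell genes ranked higher. Of 20 ciliated cell genes 10 fell in CSD5 against CSD14, 0 rose and 10 did not pass (0 up and 16 down adjusted over the list alone). The median was -0.88 (camera adjusted p = 4.35e-13, and adjusted p = 0.115 with an estimated correlation). The dynein light chain Dynlrb2 fell by 2.05 (SE 0.22, limma adjusted p = 0.00289), Tppp3 by 2.51 (SE 0.33) and Drc1 by 1.10 (SE 0.13). The club cell secretoglobin Scgb1a1 fell by 0.96 (limma adjusted p = 0.00392), while its list did not shift (1 of 18 up, 2 down and 15 not passing, 1 up and 8 down adjusted over the list alone, camera adjusted p = 0.0873). Of 16 fatty acid synthesis genes only Fasn, the synthase itself, rose (0.71, SE 0.10, limma adjusted p = 0.00762), 0 fell and 15 did not pass (6 up and 0 down adjusted over the list alone). Their median was 0.36, and 0.24 without CSD5 replicate 3 (camera adjusted p = 1.63e-06, and adjusted p = 0.0618 with an estimated correlation). Of 19 cholesterol synthesis genes 0 passed (6 up and 0 down adjusted over the list alone), and their median was 0.59, and 0.24 without CSD5 replicate 1 (camera adjusted p = 3.75e-11, and adjusted p = 0.325 with an estimated correlation). Of 12 basal cell genes 1 rose, 0 fell and 11 did not pass (5 up and 0 down adjusted over the list alone), with a median of 0.35 (camera adjusted p = 1.74e-06, and adjusted p = 0.0618 with an estimated correlation). Of 20 AT1 cell genes the caveolin Cav1 fell (-1.64, SE 0.19, limma adjusted p = 0.00341), 0 rose and 19 did not pass (5 up and 1 down adjusted over the list alone). The AT1 list as a whole ranked up with a median of 0.21, and 0.14 without CSD14 replicate 3 (camera adjusted p = 0.000334, and adjusted p = 0.0618 with an estimated correlation). In all, 23 of 45 lists passed camera between CSD5 and CSD14, 17 up and 6 down, and 0 did with an estimated correlation. After median centring 18 passed, 13 up and 5 down, and after quantile normalization 19 passed, 12 up and 7 down. The median change of all transcript clusters was -0.09 before these scalings. Without CSD5 replicate 1 the fatty acid, cholesterol, basal and AT1 lists pass with an estimated correlation as well (adjusted p = 0.0439, 0.0272, 0.0272 and 0.0292).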

53 pathways displayed significant regulation in response to CSD5 vs ND14, and 51 pathways exhibited significant regulation in response to CSD14 vs ND14. 

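The genes of sterol synthesis were lower almost as a whole in CS than in naïve organoids of equal culture day. Of 19 measured, 17 fell in CSD14 against ND14, 0 rose and 2 did not pass, with the same counts adjusted over the list alone. The median was -1.51 (camera adjusted p = 4.47e-15, and adjusted p = 0.277 with an estimated correlation, which is 0.014 without CSD5 replicate 1), and lanosterol synthase Lss fell by 2.17 (SE 0.31, limma adjusted p = 0.0029) and Hsd17b7 by 2.84 (SE 0.41). Of 20 ciliated cell genes 9 rose, 0 fell and 11 did not pass (14 up and 0 down adjusted over the list alone), with a median of 0.60 (camera adjusted p = 1.06e-07, and adjusted p = 0.277 with an estimated correlation). Of 18 club and secretory cell genes 10 rose, 2 fell and 6 did not pass (12 up and 2 down adjusted over the list alone), with a median of 0.67 (camera adjusted p = 0.000282, and adjusted p = 0.277 with an estimated correlation). The airway defence protein Bpifa1 rose by 2.69 (SE 0.32) and the immunoglobulin transporter Pigr by 2.51, and the gel-forming mucin Muc5b fell by 1.53 (SE 0.17). Of 18 AT2 genes 8 rose, 0 fell and 10 did not pass (8 up and 1 down adjusted over the list alone), with a median of 0.40 (camera adjusted p = 0.000282, and adjusted p = 0.612 with an estimated correlation). Muc1 rose by 3.08 (SE 0.31), the surfactant proteins Sftpd and Sftpb by 2.08 (SE 0.30) and 2.05 (SE 0.33), and the lung transcription factor Nkx2-1 by 0.91 (SE 0.12). The AT2 genes Sftpc and Napsa stood lower in CSD14 than in ND14. Their log2 signals were 3.95 to 4.55 against 5.74 to 5.79 for Sftpc and 2.54 to 2.80 against 3.24 for Napsa. The Napsa signals in CSD14 lie under the array medians. Of 18 genes of the KRT8-high transitional epithelium, a state seen after injury, 9 rose, 2 fell and 7 did not pass (11 up and 2 down adjusted over the list alone), with a median of 0.54 (camera adjusted p = 0.00117, and adjusted p = 0.277 with an estimated correlation). Of 22 unfolded protein and ATF4 response genes 8 rose, 0 fell and 14 did not pass, with 8 up and 0 down adjusted over the list alone, and the stress factor Ddit3 rose by 1.73 (SE 0.32). Their median was 0.24 (camera adjusted p = 0.000282, and adjusted p = 0.277 with an estimated correlation). Of 12 basal cell genes 5 fell, Krt14 (-1.24) and Krt17 (-1.09) among them, 1 rose and 6 did not pass (1 up and 7 down adjusted over the list alone), with a median of -0.43 (camera adjusted p = 0.000305, and adjusted p = 0.277 with an estimated correlation). In all, 11 of 45 lists passed between CSD14 and ND14, and 0 with an estimated correlation.

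**Figure D4:**
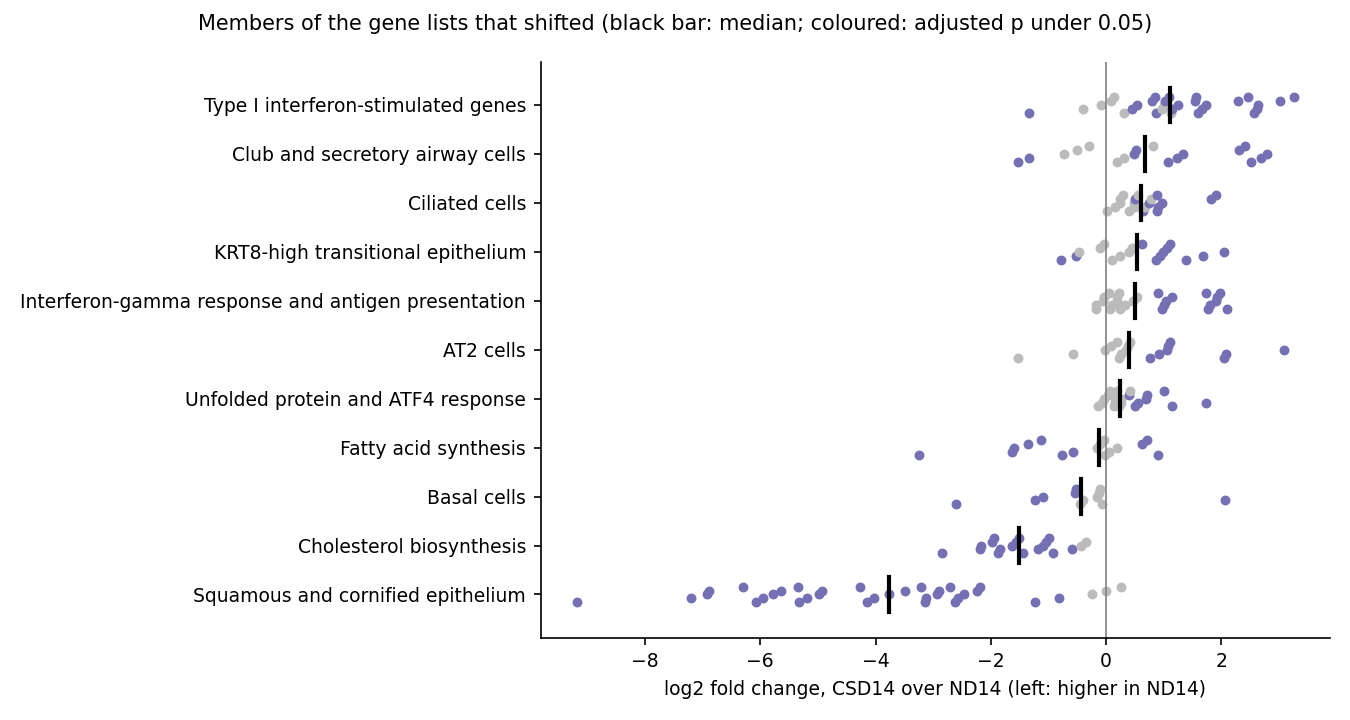
Log2 fold change of every measured member of the 11 gene lists that shifted between CSD14 and ND14, with list medians.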

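Between CSD5 and ND14, 24 of 45 lists passed camera, 19 up and 5 down, and 0 with an estimated correlation. After median centring, and after quantile normalization, 18 passed, 14 up and 4 down. The median change of all transcript clusters was -0.09 before these scalings. Cholesterol synthesis genes ranked down in CSD5 as well, with 0 of 19 passing (0 up and 14 down adjusted over the list alone). Their median was -0.75 (camera adjusted p = 1.14e-08, and adjusted p = 0.341 with an estimated correlation), and -1.15 without CSD5 replicate 1 (adjusted p = 0.0157 with an estimated correlation). All 19 fell without CSD5 replicate 1. Club cell genes ranked up, with 0 of 18 passing (8 up and 2 down adjusted over the list alone). Their median was 0.33 (camera adjusted p = 1.95e-05, and adjusted p = 0.206 with an estimated correlation), and 0.15 without CSD5 replicate 2. Laminin and integrin genes ranked up too, with 0 of 25 passing (3 up and 0 down adjusted over the list alone), and the basement membrane laminins Lama5 and Lamb1 stood at 1.01 (SE 0.27) and 0.81 (SE 0.19), which are 1.36 and 1.05 and pass without CSD5 replicate 1 (limma adjusted p = 0.000585 and 0.000808). The list's median was 0.22 (camera adjusted p = 4.66e-06, and adjusted p = 0.206 with an estimated correlation, which is 0.0484 without CSD5 replicate 1), and 0.15 without CSD5 replicate 3. In CSD14 against ND14, 8 of these 25 rose, 1 fell and 16 did not pass (10 up and 3 down adjusted over the list alone), without a shift of the list (camera adjusted p = 0.0563, and 0.0392 without CSD5 replicate 1, with adjusted p = 0.303 there with an estimated correlation). Lama5 rose by 1.65 (SE 0.27, limma adjusted p = 0.00467), Lamb1 by 1.46 (SE 0.19) and Itgb5 by 1.13. Nr2f2, a nuclear receptor of mesenchyme, rose by 1.71 in CSD14 against ND14 (SE 0.30, limma adjusted p = 0.00745). Lama5 and Nr2f2 are in the paper's table and were seen before the test, so they are not independent evidence.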

Pathway with p < 0.05 is considered as significantly regulated.

**TABLE 2:** Gene with highest frequency in group CSD5 vs CSD14, CSD5 vs ND14 and CSD14 vs ND14.

Group	Gene	P value	FC	Frequency
CSD5 vs CSD14	Il-1a	2.00E-04	7.15	7
	Mmp9	1.22E-02	2.24	4
	Acta1	4.70E-03	10.38	3
	mmp12	1.00E-03	69.59	3
	ccl3	2.27E-02	5.65	3
	Sftpc	5.21E-05	140.48	1
CSD5 vs ND14	Pik3r1	3.50E-03	2.31	13
	Akt3	1.60E-03	5.24	9
	Spp1	1.33E-02	3.07	9
	mmp9	6.10E-03	2.65	6
	Lamb2	1.22E-02	2.08	6
	lama5	3.80E-03	2.08	4
	Mapk11	5.50E-03	2.23	3
	ccl3	1.49E-02	6.21	3
	mmp12	2.90E-03	38	2
	Nr2f2	2.00E-03	3.24	2
	Sftpc	6.01E-07	48.38	1
CSD14 vs ND14	Pik3r1	3.50E-03	2.31	13
	Akt3	1.60E-03	5.24	9
	Spp1	1.33E-02	3.07	9
	mmp9	6.10E-03	2.65	6
	Lamb2	1.22E-02	2.08	6
	lama5	3.80E-03	2.08	4
	Mapk11	5.50E-03	2.23	3
	ccl3	1.49E-02	6.21	3
	mmp12	2.90E-03	38	2
	Nr2f2	2.00E-03	3.24	2
	Sftpc	6.01E-07	48.38	1

## Discussion

This study provides novel mechanistic insights into how chronic cigarette smoke exposure alters alveolar epithelial regeneration and promotes maladaptive remodelling in COPD. Using a murine model of sustained CS exposure, we demonstrated that prolonged injury activates persistent inflammatory responses while simultaneously inducing abnormal AT2 cell proliferation and regenerative attempts.

While prior studies have extensively characterized inflammatory pathways in COPD, few have examined the direct consequences of chronic injury on lung progenitor behaviour. Our 3D organoid model revealed that AT2 cells derived from CS-exposed lungs exhibited hyperproliferative organoid growth, consistent with a compensatory response to sustained injury. However, this regenerative response appears dysregulated, as reflected by abnormal growth patterns, emphasizing that persistent injury may drive both progenitor activation and exhaustion over time (Tsutsumi et al., 2020; Yokohori et al., 2004).

MSCs and EVs demonstrated potent immunomodulatory effects, reducing inflammatory infiltration and collagen deposition while normalizing organoid growth. The exogenous cells and EVs may provide potent paracrine cues that directly promote epithelial regeneration, suppress deleterious inflammation and these cues may re-educate resident pulmonary mesenchymal cells, enhancing their proliferative and regenerative capacity and coordinating a more effective epithelial repair program (Ridzuan et al., 2021; Fujita et al., 2018; Abbaszadeh et al., 2022). The regenerative potential of airway mesenchyme, it is plausible that endogenous mesenchymal remodeling plays a substantial role here, with exogenous hUC-MSC/EVs acting as modulators rather than sole drivers of repair. These findings support the therapeutic potential of cell-based interventions to modulate the inflammatory niche and restore balanced regeneration in COPD (Ridzuan et al., 2021; Fujita et al., 2018; Abbaszadeh et al., 2022; Guo et al., 2021; Liu et al., 2017; Yáñ et al., 2015).

Importantly, transcriptomic analysis revealed robust activation of IL-17A signalling—a critical pathway implicated in COPD progression via neutrophilic inflammation, MMP activation, and matrix degradation (Ritzmann et al., 2022; Liu et al., 2021). 

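IL-17A target genes split in both directions in CS organoids at day 14. Lcn2, an iron-binding antibacterial protein of airway epithelium, rose by 2.42 in CSD14 against ND14 (SE 0.35, limma adjusted p = 0.0028), and the granulocyte growth factor Csf3 by 2.05 (SE 0.32, limma adjusted p = 0.00382). The mucin Muc5b and the prostaglandin synthase Ptgs2, also IL-17A targets, were among the 6 that fell. In CSD5 those 2 genes were higher than in CSD14, Ptgs2 by 1.72 (SE 0.17, limma adjusted p = 0.00193) and Muc5b by 1.30 (SE 0.17, limma adjusted p = 0.00596). Against ND14, Lcn2 stood at 1.32 in CSD5 (SE 0.35, limma adjusted p = 0.205) and the calprotectin subunit S100a9 at -2.46 (SE 0.69, limma adjusted p = 0.221). Without CSD5 replicate 1 these are 1.81 and -3.49 and pass (limma adjusted p = 0.000147 and 2.7e-05). Neutrophil genes, markers of the cells that IL-17A recruits, did not shift in CSD14 against ND14, where 1 of 19 rose, 4 fell and 14 did not pass, the same adjusted over the list alone (camera adjusted p = 0.0766, and 0.035, downward, without CSD5 replicate 1, with adjusted p = 0.303 there with an estimated correlation). In CSD5 against ND14, 0 of 19 passed (3 up and 2 down adjusted over the list alone, camera adjusted p = 0.664). In CSD5 against CSD14 they ranked up, with 1 gene up, 0 down and 18 not passing (2 up and 0 down adjusted over the list alone). Their median there was 0.13 (camera adjusted p = 0.00153, and adjusted p = 0.115 with an estimated correlation), and 0.07 without CSD5 replicate 1, 0.25 without CSD5 replicate 3 and 0.06 without CSD14 replicate 2.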

In parallel, PI3K-Akt-mTOR and MAPK pathways were highly dysregulated, linking chronic inflammation to abnormal cell proliferation, senescence, and ECM remodelling (Iyoda et al., 2010). 

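MAPK pathway genes that changed in CSD14 against ND14 included phosphatases that switch MAPKs off and p38 kinases. Dusp5 fell by 2.10 (SE 0.23), Dusp4 by 1.24 (SE 0.17, limma adjusted p = 0.0025) and Dusp1 by 0.77 (SE 0.11), while the p38 kinases Mapk12 and Mapk11 rose by 1.77 (SE 0.25) and 1.43 (SE 0.22, limma adjusted p = 0.00357) and the p38 kinase Mapk14, chosen after its values were seen, fell by 0.87 (SE 0.20, limma adjusted p = 0.0218), a call lost when any 1 of the CSD14 and ND14 arrays is left out (highest adjusted p = 0.0826). Mapk11 is in the paper's table and was seen before the test, so it is not independent evidence. Dusp6, chosen after its values were seen, rose by 1.71 (SE 0.29, limma adjusted p = 0.00552). In CSD5, Dusp1 was 0.87 higher than in CSD14 (SE 0.11, limma adjusted p = 0.00532). In the PI3K pathway, Pik3ip1, which inhibits PI3K, rose by 1.07 in CSD14 against ND14 (SE 0.15, limma adjusted p = 0.0025) and the insulin receptor substrate Irs2 fell by 0.90 (SE 0.16). Cell cycle genes did not shift in CSD14 against ND14, where 0 of 35 rose, 1 fell and 34 did not pass (0 up and 0 down adjusted over the list alone, camera adjusted p = 0.2). The proliferation marker Mki67 stood at -0.47 (SE 0.15, limma adjusted p = 0.0906). In CSD5 against ND14 the cell cycle list ranked down with 0 of 35 passing, also adjusted over the list alone. Its median was -0.24 (camera adjusted p = 0.000582, and adjusted p = 0.482 with an estimated correlation), and -0.37 without CSD5 replicate 1. Of the 35 genes 0 passed in CSD5 against CSD14, also adjusted over the list alone (camera adjusted p = 0.196, and 0.00193, downward, without CSD5 replicate 1, with adjusted p = 0.48 there with an estimated correlation). Of 16 p53 target and senescence genes 3 rose, 4 fell and 9 did not pass in CSD14 against ND14 (4 up and 5 down adjusted over the list alone, camera adjusted p = 0.742), and in CSD5 against ND14 0 passed (5 up and 2 down adjusted over the list alone, camera adjusted p = 0.0859). In CSD5 against CSD14, 1 rose, 1 fell and 14 did not pass, the same adjusted over the list alone, with a median of 0.05 (camera adjusted p = 0.0446, and adjusted p = 0.189 with an estimated correlation). That call is lost without CSD5 replicate 2 (adjusted p = 0.129), CSD5 replicate 3 (0.199), CSD14 replicate 1 (0.0802) or CSD14 replicate 3 (0.0703) and after quantile normalization (0.0517), and its median is 0.02 without CSD14 replicate 2.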

Upregulation of *Mmp9* and *Mmp12* further supports ongoing proteolytic injury contributing to emphysema progression (Gharib et al., 2018).

Collectively, our findings suggest that chronic CS exposure creates a vicious cycle of unresolved inflammation, proteolytic matrix degradation, and dysregulated epithelial regeneration. The persistent activation of AT2 cells may contribute not only to emphysema but also to increased cancer susceptibility, given the well-established role of AT2 cells as potential cells-of-origin for lung adenocarcinoma (Yokohori et al., 2004; Parris et al., 2019; Wilson et al., 2008; Chubachi et al., 2017).

This integrative model combining *in vivo* injury, 3D organoid culture, and transcriptomic profiling provides a powerful platform to dissect impaired regeneration in COPD and may inform precision-targeted regenerative therapies aimed at restoring lung homeostasis.

Chronic cigarette smoke exposure disrupts alveolar regenerative capacity through sustained inflammation, aberrant AT2 cell proliferation, and dysregulated activation of key inflammatory and proteolytic pathways. Our integrative model system—combining long-term smoke exposure, 3D lung organoid culture, and transcriptomic profiling—provides a robust experimental platform to dissect the impaired regenerative landscape in COPD.

Importantly, this model also offers an opportunity to explore a critical and emerging hypothesis: that chronic smoke-induced injury not only exhausts lung progenitor cells but may also reprogram surviving AT2 cells toward malignant transformation. The persistent hyperproliferative state, coupled with ongoing DNA damage, oxidative stress, and proteolytic remodeling, creates a permissive microenvironment for accumulating somatic mutations in lung stem cells. Over time, such genetic and epigenetic insults may drive a subset of AT2 cells to acquire cancer stem cell-like properties, seeding early lesions of lung adenocarcinoma—a well-documented clinical association in smokers with COPD–Figure 8.

**FIGURE 8:**
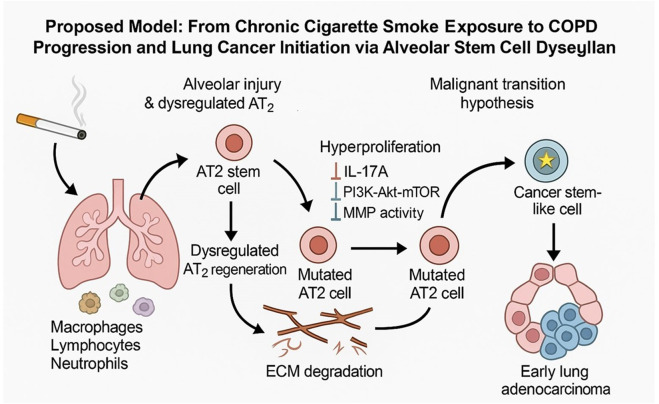
Conceptual model illustrating the proposed transition from chronic cigarette smoke exposure to COPD progression and lung cancer initiation via alveolar stem cell dysregulation.

By leveraging this model system, future studies can manipulate specific genetic pathways and inflammatory signals to directly assess how progenitor exhaustion, chronic inflammation, and oncogenic reprogramming converge to drive the transition from COPD to lung cancer. Ultimately, insights gained may inform precision prevention strategies aimed at intercepting malignant transformation in high-risk COPD populations.

Chronic cigarette smoke exposure leads to persistent lung inflammation characterized by infiltration of macrophages, lymphocytes, and neutrophils, as well as oxidative stress and DNA damage in alveolar epithelial cells. Alveolar type 2 (AT2) stem cells, responsible for maintaining alveolar integrity, enter a hyperproliferative state in response to sustained injury, driven by dysregulation of key signaling pathways including IL-17A, PI3K-Akt-mTOR, and matrix metalloproteinases (MMPs). Over time, accumulated genetic and epigenetic mutations may convert a subset of AT2 cells into mutated progenitors with impaired regenerative function. This dysregulated regenerative environment, coupled with extracellular matrix (ECM) degradation, may promote malignant transformation of mutated AT2 cells into cancer stem-like cells, initiating early lung adenocarcinoma development. This model highlights a potential mechanistic link between COPD and lung cancer through alveolar stem cell exhaustion and oncogenic reprogramming.

Although this study demonstrates robust biological effects of hUC-MSC-derived secreted products, several limitations should be acknowledged. Characterization of the administered material was primarily based on vesicle morphology, particle size distribution, and the expression of a canonical exosomal marker (CD63), which together are consistent with small extracellular vesicles. However, it is increasingly recognized that MSC secretomes are heterogeneous and may comprise a mixture of membrane-bound extracellular vesicles as well as non-vesicular extracellular particles and proteinaceous assemblies [44 ‐ 46]. As such, the characterization performed in this study, while comprehensive within practical constraints, does not fully resolve the molecular complexity of the secreted material. This limitation raises the possibility that additional non-vesicular components may contribute to the observed biological effects. Accordingly, the use of the term hUC-MSC-derived secreted material may more accurately reflect the compositional diversity of the injected product. Future studies incorporating advanced fractionation strategies and multi-marker profiling will be important to further delineate the relative contributions of distinct secretome components and to refine mechanistic interpretation.

## Data Availability

All datasets generated for this study are included in the article, further inquiries can be directed to the corresponding author. The gene expression dataset can be found at the NCBI Gene Expression Omnibus [Accession number: GSE324112].

How the deposited data were processed for this re-analysis (not part of the article)

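RNA of lung organoids was measured on 9 Affymetrix Mouse Gene 2.0 ST arrays, 3 for each of the groups CSD5, CSD14 and ND14, from 10 ng of total RNA per array. Groups and replicate numbers were taken from the sample labels, which number the arrays as biological replicates. Nothing in the sources used says that replicates came from separate animals or cultures, so the p-values measure the spread between these samples. Organoids treated with MSCs or EVs, and the mouse lung tissue, are not analysed here.

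The deposited values are log2 signals per transcript cluster, which the authors background-corrected and normalized in Transcriptome Analysis Console 4.0.3, per the submitters' processing notes, before deposition. The algorithm is not stated there, and the log2 scale was checked against the range of the values, whose lowest per array was 0.87 to 1.04 and highest 12.33 to 12.49. Array medians were 2.97, 2.83 and 2.79 in CSD5, 2.96, 2.87 and 2.99 in CSD14 and 2.91, 3.04 and 2.92 in ND14. The values were used without further scaling or filtering, and 0 of the arrays were left out. Of 34472 transcript clusters, 23521 carry 1 gene symbol, 1814 carry several and 9137 carry none in the annotation used. The 23521 name 22180 genes, 1082 of them through more than 1 transcript cluster, and such a gene is represented by the cluster with the highest mean over the 9 arrays.

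Differences between groups were fitted with limma 3.58.1 in R 4.3.3, with 1 model of the 3 groups over all 9 arrays, empirical Bayes moderation and contrasts for CSD5 against CSD14, CSD5 against ND14 and CSD14 against ND14. Calls used a Benjamini-Hochberg adjusted p under 0.05 over all transcript clusters, and in parallel the study's thresholds of an unadjusted p under 0.05 and a fold change over 2. An exact test of 3 arrays against 3 gives no p under 0.1, so the moderated test was used for single genes. Of 46 gene lists, written by hand from general knowledge, 45 had the 3 measured members required, and 1087 of their 1175 entries were matched to the arrays. They were tested with camera on 1 transcript cluster per gene, with a preset correlation of 0.01 or an estimated correlation, and adjusted over the lists within each comparison. Some list members appear in the paper's heatmap or its table of genes and were seen with the paper's values when the lists were written. The separation of the groups was tested by an exact permutation over the 280 ways to divide 9 arrays into 3 groups of 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

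Genes named in the text were fixed by a rule. It takes every gene that the paper names for the arrays or stained in its organoids, whose values in the paper had been seen, and the 10 highest and 10 lowest log2 fold changes per comparison among genes that pass with no overlap between the arrays of the 2 groups. Where fewer than 10 pass, genes at the study's thresholds fill the places. It also takes up to 4 members of each list with the smallest adjusted p. Predicted genes and small RNAs were left out of the ranking. Not every gene that the rule takes is reported here. In CSD14 against ND14 the genes outside the rule are Rarb, Crabp2 and Stra6, chosen for a test of retinoid signalling after the values of Rarb and Stra6 had been seen, and Dusp6 and Mapk14, chosen after their values were seen.

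The alternatives tried were a fit of only the 6 arrays compared, no moderation, limma-trend with robust moderation, median centring, quantile normalization, leaving out transcript clusters under the 40th percentile of the mean, array weights, the replicate number as a block, leaving out each array in turn, a mean of all clusters of a gene, only clusters with 1 symbol, and fold changes over 1.5 or 2. For lists they were also an estimated correlation, the rotation test fry and Fisher's exact test, and for the separation a distance of 1 minus the Pearson correlation and the 1000 clusters of highest variance. Tukey biweight group means were added after seeing the data. The procedure was tested on simulated data with the spread of these arrays. For CSD14 against ND14, a log2 change of 1 was recovered in 67% of 100 changed clusters and a change of 2 in 92%, with 8 false calls among 34472. A list shifted by 1 had a camera adjusted p of 1.8e-26, and 0 other lists were called. Each gene was drawn independently in these simulations. They therefore cannot show how often camera at the preset correlation calls lists whose members are correlated, as those of these arrays are.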

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

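The tests in this part were planned, but the 5 lists were picked by their results. They are those that ranked up in CSD14 against ND14 and passed both camera and the rotation test fry. Passing camera with no array left out was thus a condition, and lists that ranked down, such as the squamous and basal cell lists, are left out. The lists below are not among the pathways the paper names for these arrays, and their signal in CSD14 organoids was above that of the ND14 controls. The median log2 change in CSD14 against ND14 was 0.67 for genes of club and secretory airway cells, 0.60 for genes of ciliated cells, 0.54 for genes of the KRT8-high transitional epithelium, 0.40 for AT2 cell genes and 0.24 for unfolded protein and ATF4 response genes. Sftpc, an AT2 gene that the paper does discuss, moved against its list in CSD14, at -1.52 with a limma adjusted p of 0.0597. All 5 lists pass camera at the preset correlation in each fit with an array left out, and 0 of them pass with an estimated correlation (adjusted p from 0.277 to 0.612). By Fisher's exact test the ciliated list and the unfolded protein list do not pass either (adjusted p = 0.516 and 0.28).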

How the results depend on the processing

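Of the alternatives below, the Tukey biweight group means were chosen after seeing the data. At adjusted p, the 831 calls in CSD5 against CSD14 became 141 with only the 6 arrays compared, 183 with no moderation, 347 with a fold over 2 as well and 2514 with array weights, and ran from 223 without CSD14 replicate 1 to 1417 without CSD5 replicate 1. The 1 call in CSD5 against ND14 became 0 with the 6 arrays compared and with no moderation and 5900 with array weights, and was 3333 without CSD5 replicate 1 and 0 without any other array, where limma gave 4770 at an unadjusted p under 0.05. The 3153 calls in CSD14 against ND14 became 1391 with no moderation, 1532 with a fold over 2 as well and 5014 with array weights, and ran from 1763 without ND14 replicate 1 to 4090 without CSD5 replicate 1. At the study's thresholds with a fold over 1.5 in place of 2, the counts were 2070, 1941 and 3566 in the order of the comparisons. The 683 calls in CSD5 against ND14 became 1184 with array weights and ran from 348 without CSD5 replicate 3 to 1350 without CSD5 replicate 1. The 186 calls in all 3 comparisons became 0 at adjusted p and 122 with the Tukey biweight, and ran from 116 without CSD5 replicate 1 to 171 without ND14 replicate 2. Of the list shifts, 23 in CSD5 against CSD14 became 0 with an estimated correlation, 11 with fry and 15 with Fisher's exact test. The 24 in CSD5 against ND14 became 0 with an estimated correlation and 0 with fry, with 19 by Fisher's exact test, and the 11 in CSD14 against ND14 became 0, 18 and 22. After median centring and quantile normalization the 23 became 18 and 19, the 24 became 18 and 18, and the 11 became 12 and 11. The lowest adjusted p with an estimated correlation was 0.0618, 0.206 and 0.277 in the order of the comparisons. A stricter or looser fold threshold changes these counts by construction, and the cause of the other changes was not tested. The replicate number as a block gave 505 calls in CSD5 against CSD14 and 0 in CSD5 against ND14 at adjusted p. The numbers do not pair the arrays, with correlations of -0.133 to 0.0647 in the 9 pairs of the same number and -0.113 to 0.104 in other pairs, and 0 arrays correlated best with their own number. Median centring and quantile normalization moved the balance of directions in CSD5 against CSD14, where 20.6% of the calls at adjusted p were higher in CSD5, 38.9% after centring and 38.0% after quantile normalization. The separation of the groups kept its direction and its side of the threshold throughout, with a ratio of 1.47, of up to 2.55 under the other distances, scalings and filters, and of 1.39 to 1.77 with an array left out (highest p 0.0393, without ND14 replicate 2). With some arrays left out other divisions gave larger ratios than the labelled groups. Without ND14 replicates 1, 2 and 3 the highest were 1.72, 1.85 and 1.74, against 1.39, 1.42 and 1.40 for the labelled groups. Over all alternatives, 259 results for named genes kept their side of the threshold 4509 times, lost a call 276 times, gained a call 133 times and reversed 0 times, and for 135 list results these were 2285, 217, 63 and 0. A reversal was counted only where either fit passed, so results that passed in neither can have changed sign within the first count. Tukey biweight results took the main adjusted p and could not lose a call. Fisher's list results took the main direction and could not reverse. Low signal limits genes such as Il1b and Cxcl10, which lie under the median of the arrays, as do Mmp12, Ccl2 and Ccl3 in CSD14 and Ccl3, Cxcl3 and Ccr2 in ND14, since these values do not part background from low expression.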

Differences from the paper's values

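In this part only the Tukey biweight group means were chosen after seeing the values. For a single gene 18 alternatives were set before the data were examined, and those not named as reaching the paper's value lie outside it. Several of them change the p of a gene but cannot change its fold. These are the fit of the 6 arrays compared, no moderation, limma-trend, the filter on dim transcript clusters, the replicate block and leaving out an array of the group not compared. For folds they repeat the main value by construction and are not separate checks. A value is within the paper's where the larger of the 2 is at most 1.5 times the smaller, and outside it otherwise. In CSD5 against CSD14 the fold change of Il1a is 7.15 in the paper and 4.24 here, within the paper's with array weights, without CSD5 replicate 3 and without CSD14 replicate 1, and outside it in the other 15. Acta1 is 10.38 in the paper and 6.03 here, within it with array weights, without CSD5 replicate 1 and without CSD14 replicate 1, and outside it in the other 15. Mmp12 is 69.59 in the paper and 22.1 here, and Ccl3 is 5.65 in the paper and 3.05 here, both within the paper's with array weights and without CSD5 replicate 1 and outside it in the other 16. The signals of Ccl3 in CSD14 and ND14, of Mmp12 in CSD14 and of Il1a in CSD14 replicates 2 and 3 lie near or under the array medians, so their folds in this part are not exact. Sftpc is 140.48 in the paper and 90.9 here, within it with median centring, quantile normalization, array weights, without CSD5 replicate 1 and without CSD14 replicate 1, and outside it in the other 13. The p of Sftpc is 5.21E-05 in the paper and 5.16e-08 here, outside the paper's in all 18.

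For CSD5 against ND14, Ccl3 is 6.21-fold in the paper and 3.39-fold here, and Mmp12 is 38-fold in the paper and 13.9-fold here. Both reach the paper's with array weights and without CSD5 replicate 1 and lie outside it in the other 16. Sftpc is 48.38-fold in the paper and 31.6-fold here, within the paper's with median centring, quantile normalization, array weights and without CSD5 replicate 1, and outside it in the other 14. With Tukey biweight group means, chosen after seeing the values, all 8 of these folds in the CSD5 comparisons fall within the paper's, at 7.15 for Il1a, 10.9 for Acta1, 69.7 and 38.0 for Mmp12, 5.66 and 6.23 for Ccl3 and 140.6 and 48.4 for Sftpc, and 0 of the paper's listed genes in these comparisons drop out.

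The paper's table gives CSD14 against ND14 the same p-values and folds as CSD5 against ND14 for all 9 of its genes, and its fold column carries no sign. For CSD14 against ND14 the p of Pik3r1 is 3.50E-03 in the paper and 0.000112 here, that of Lama5 3.80E-03 in the paper and 0.000115 here, and that of Mapk11 5.50E-03 in the paper and 7.32e-05 here, each outside the paper's in all 18. The fold of Mmp9 is 2.65 in the paper and 1.10 here, and its p is 6.10E-03 in the paper and 0.695 here, both outside in all 18. Ccl3 has a fold of 6.21 and a p of 1.49E-02 in the paper, and 1.11 and 0.806 here, outside in all 18. Sftpc has a fold of 48.38 and a p of 6.01E-07 in the paper, and 0.348 and 0.0059 here, lower in CSD14, outside in all 18. Mmp12 has a fold of 38 in the paper and 0.627 here, outside in all 18, and a p of 2.90E-03 in the paper and 0.499 here, within the paper's only in the fit of the 6 arrays compared and outside in the other 17. Lama5 has a fold of 2.08 in the paper and 3.15 here, within the paper's without CSD14 replicate 1, CSD14 replicate 2 or ND14 replicate 3 and outside in the other 15. Lamb2 has a p of 1.22E-02 in the paper and 0.00153 here, within the paper's with no moderation and outside in the other 17. Nr2f2 has a p of 2.00E-03 in the paper and 0.000256 here, within the paper's without CSD14 replicate 1, CSD14 replicate 2 or ND14 replicate 2 and outside in the other 15. With the Tukey biweight, chosen after seeing the values, the folds of Mmp9, Lama5, Ccl3, Mmp12 and Sftpc in CSD14 against ND14 stay outside the paper's.

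Transcript clusters higher in CSD5 than in ND14 at the study's thresholds are about 400 in Fig. 7A, read by eye, and 264 here. They are within the paper's count with median centring, quantile normalization, array weights, the replicate block, without CSD5 replicate 1 and without ND14 replicate 2, and outside it in the other 13 alternatives set before the data were examined. Those called in CSD5 against ND14 alone are about 150 in Fig. 7B, rounded from a printed number, and 44 here, outside in all 11 alternatives run for the overlap. Those called in both comparisons with ND14 and not in the third are about 690 in Fig. 7B, read by eye, and 404 here, within the paper's without CSD5 replicate 1 and outside in the other 10. Those called in all 3 are about 120 in Fig. 7B, rounded from a printed number, and 186 here, within the paper's in the 9 fits with an array left out and outside at adjusted p. With the filter on dim transcript clusters they are 181, outside the rounded 120 and just within the printed 122. With the Tukey biweight, chosen after seeing the values, the counts are 395 higher in CSD5 than in ND14, and 146, 684 and 122 in these regions, all within the paper's, and 146 and 122 match the numbers printed in the figure.

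The paper reports Il1b, Cxcl10, Ccl2 and Icam1 as raised in CS organoids. Here Icam1 passes in CSD14 against ND14, and Il1b and Cxcl10 pass in no comparison and under none of the alternatives. Ccl2 passes in the CSD5 comparisons with array weights and without CSD5 replicate 1. The paper lists Mmp9 as raised. Here it reaches the study's thresholds in both CSD5 comparisons, passes adjusted p there with array weights and without CSD5 replicate 1, and passes in CSD14 against ND14 under neither. It lists Sftpc and Il1a as raised, and here both are higher in CSD5 than in CSD14, while in CSD14 against ND14 Il1a fell and Sftpc stood lower. The paper reports activation of TNF and NF-kB, cytokine receptor, IL-17A, PI3K, MAPK, oxidative stress, metalloproteinase and matrix pathways in CS organoids. Here 0 of the 8 corresponding lists, which are not the paper's pathway sets, ranked up in CSD14 against ND14 by camera. The paper's pathway table gives no p-value for IL-17A signalling or metalloproteinases in that comparison, so these lists do not differ from it in this. Camera tests a direction, whereas the table's p-values for CSD14 against ND14 carry none. The receptor and MAPK lists pass fry there, with medians of -0.09 and -0.10 (adjusted p = 0.0491 for both). The matrix list ranks up there in the fit of the 6 arrays compared, with array weights and without CSD5 replicate 1 (adjusted p = 0.0408, 0.0492 and 0.0313, the last with adjusted p = 0.578 with an estimated correlation), and passes fry (adjusted p = 0.0491). By Fisher's exact test, which counts calls of either direction, the receptor, IL-17A, MAPK, oxidative stress and matrix lists hold more calls than other genes in CSD14 against ND14 (adjusted p = 0.000558, 3.12e-05, 0.0171, 0.00461 and 0.0123). In the CSD5 comparisons the TNF, receptor, IL-17A, MAPK, metalloproteinase and matrix lists ranked up by camera in at least 1 comparison, and the PI3K and oxidative stress lists in neither. With an estimated correlation 0 of all 45 lists pass in either, and the TNF call against CSD14 and the receptor and IL-17A calls against ND14 are also lost without some of the arrays and after median centring or quantile normalization.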

Other observations

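Of the tests in this part, those of the 3 patterns weighed below were chosen after the results were seen, and the counts over other divisions of the arrays were planned. Genes that handle foreign compounds went both ways between CS and naïve organoids of equal culture day. Of 18 aryl hydrocarbon receptor targets and xenobiotic enzymes 5 rose, 3 fell and 10 did not pass in CSD14 against ND14 (8 up and 3 down adjusted over the list alone), with a median of 0.15 (camera adjusted p = 0.2). The flavin monooxygenases Fmo2 and Fmo1 rose by 3.51 (SE 0.40, limma adjusted p = 0.00126) and 1.54 (SE 0.17, limma adjusted p = 0.00111), the airway cytochrome Cyp4b1 by 2.06 (SE 0.26) and the receptor gene Ahr itself by 1.03 (SE 0.16). AT1 cell genes went both ways as well, with 4 of 20 up, 7 down and 9 not passing (5 up and 7 down adjusted over the list alone) and a median of -0.14 (camera adjusted p = 0.165). Podoplanin Pdpn rose by 2.72 (SE 0.42) and Cav1 by 1.31 (SE 0.19), and Igfbp2, a marker of terminally differentiated AT1 cells, fell by 2.97 (SE 0.34) and Hopx by 1.36 (SE 0.20). Of 23 TGF-beta signalling genes 4 rose, 3 fell and 16 did not pass (5 up and 4 down adjusted over the list alone), with a median of 0.18 (camera adjusted p = 0.321), and the ligand Tgfb2 rose by 2.27 (SE 0.31) while the induced matrix gene Tgfbi fell by 3.39 (SE 0.49). Gpnmb, a member of the macrophage list, fell by 3.93 (SE 0.19, limma adjusted p = 9.12e-05). Its ND14 signals of 7.94 to 8.22 lie far above the mean of that list there, 3.46 to 3.58, so the fall is not read as a change in macrophages.

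CSD5 replicate 1 lies with the ND14 arrays. A swap of labels with an ND14 array is argued against, because every ND14 array correlated better with the other ND14 arrays than with CSD5 replicates 2 and 3, by at least 0.0220, and a further ND14 sample under this label is argued against by the AT2 genes, which deviate from the ND14 mean by a median of 0.42 where the largest median deviation of an ND14 array is 0.0475. As an explanation, a mixture of CSD5 and ND14 RNA on this array stays possible. Genes at least 2 log2 units higher and at least 2 lower in CSD5 replicates 2 and 3 than in ND14 place its CSD5 share at 13.8% (80 genes) and 13.0% (190 genes), a difference of 0.87 points. Single genes spread widely, with quartiles of 7.82% to 18.7% and 2.33% to 25.1%. No ND14 array was scored in this way. The squamous list, lower in CSD5 replicates 2 and 3, deviates in this array from the ND14 mean by a median of -0.06, where an ND14 array deviates by up to 0.105. The lower genes thus may not part a share of 13.0% from none, and the 0.87 points do not decide for this explanation. That explanation cannot be told apart from organoids that differ in composition by the AT2 and macrophage genes, whose shares of 18.1% and 14.2% differ by 3.88 points with an interval of -6.14 to 17.4 (permutation p = 0.460), too wide to decide, and run from -1.52% to 27.9% and from -2.03% to 25.2% over single genes. A biological difference of this replicate's culture stays open as untested.

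Cornified envelope genes are far higher in ND14 than in CSD14. The scaling of the arrays is argued against, because the median of the squamous list is -3.77 after quantile normalization as well. Squamous cells of another tissue in the ND14 cultures cannot be told apart from squamous change of the lung epithelium, since the list's mean level ranges over 0.168 in the 3 ND14 arrays, a narrow spread that either can give. Weaker retinoid signalling in ND14 cannot be decided either, since genes induced by retinoic acid had a median of -0.13 and moved both ways, with Tgm2 (3.59), Rarb (1.64) and Dhrs3 (2.43) up in CSD14, Crabp2 (-3.47) and Stra6 (-0.62) down and the others not passing, where the 3 that rose had been seen before the test and of the 5 not seen 0 rose and 1 fell, with a median of -0.19. Smoke exposure, which separates the 2 groups by design, stays open as untested.

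Macrophage genes, and Sftpc among the AT2 genes, are higher in CSD5 than in CSD14, with the macrophage protease Ctss at a log2 signal of 8.21 and 8.02 in CSD5 replicates 2 and 3 and 4.29 to 4.44 in CSD14. Cells of the plated lung suspension still present at day 5 cannot be told apart from a change in culture, since without CSD5 replicate 1 the highest median change among the endothelial, lymphocyte and smooth muscle lists was -0.10, with -0.07 for fibroblasts and -0.15 for mesothelium, but the endothelial and lymphocyte lists lie near the floor (median log2 signals 2.54 and 2.27 in CSD5 replicates 2 and 3, under the 2.81 of all transcript clusters, with fibroblasts at 2.84 and mesothelium at 3.87), and striated muscle genes ranked up, with 0 of 36 passing (7 up and 0 down adjusted over the list alone), a median of 0.31 (camera adjusted p = 7.26e-10, and adjusted p = 0.17 with an estimated correlation) and Acta1 at 2.59 (limma adjusted p = 0.0994), where without CSD5 replicate 1 the median is 0.48 (adjusted p = 0.0292 with an estimated correlation), 13 rise and Acta1 is at 3.63 (limma adjusted p = 0.000208). Macrophages among the cells of CSD5 replicates 2 and 3 cannot be told apart from a change in culture either, since the count of 19 of 29 macrophage genes higher in both than in every CSD14 array restates the pattern. Of 18 AT2 genes 8 were higher in both than in every CSD14 array and 5 lower, and of the macrophage genes Csf1r and Mmp12 are in other lists as well and Mmp12 is in the paper's table. Culture day and medium, which separate CSD5 from CSD14 by design, stay open as untested.

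Each comparison of 3 arrays with 3 has 10 divisions, too few for a share under 0.05, and in each count below 1 division, the real one, gave a result as large. At adjusted p the real count and the highest of the others were 831 and 0 in CSD5 against CSD14, 1 and 0 in CSD5 against ND14 and 3153 and 0 in CSD14 against ND14. At the study's thresholds they were 617 and 93, 683 and 511, and 1637 and 24 in the same order, and for gene list shifts 23 and 21, 24 and 22, and 11 and 9.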
